# Mitochondrial Mistranslation in Brain Provokes a Metabolic Response Which Mitigates the Age-Associated Decline in Mitochondrial Gene Expression

**DOI:** 10.3390/ijms22052746

**Published:** 2021-03-09

**Authors:** Dimitri Shcherbakov, Reda Juskeviciene, Adrián Cortés Sanchón, Margarita Brilkova, Hubert Rehrauer, Endre Laczko, Erik C. Böttger

**Keywords:** mitochondria, misreading, brain, aging, metabolome

## Abstract

Mitochondrial misreading, conferred by mutation V338Y in mitoribosomal protein Mrps5, in-vivo is associated with a subtle neurological phenotype. Brain mitochondria of homozygous knock-in mutant Mrps5^V338Y/V338Y^ mice show decreased oxygen consumption and reduced ATP levels. Using a combination of unbiased RNA-Seq with untargeted metabolomics, we here demonstrate a concerted response, which alleviates the impaired functionality of OXPHOS complexes in Mrps5 mutant mice. This concerted response mitigates the age-associated decline in mitochondrial gene expression and compensates for impaired respiration by transcriptional upregulation of OXPHOS components together with anaplerotic replenishment of the TCA cycle (pyruvate, 2-ketoglutarate).

## 1. Introduction

Mitochondria are multi-functional organelles involved in oxidative metabolism, cellular homeostasis, and signal transduction [1,2,3]. As the site of oxidative phosphorylation, mitochondria convert the energy from nutrients into ATP. To perform their key role in cellular energy production, mitochondria use intricate systems that encompass the breakdown of glucose and fatty acids, coupled to oxidative phosphorylation via the citrate cycle (TCA) [4,5]. Mitochondrial diseases are clinically diverse and may manifest in a tissue-specific or multisystemic manner. Most often they affect postmitotic tissues with high energy demands such as brain, skeletal muscle, heart, or cochlea [6,7,8].

The vast majority of proteins essential for mitochondrial function are nuclear encoded; only 13 of the more than 100 different proteins that make up the mitochondrial oxidative system are encoded by mitochondrial DNA and translated by the mitoribosome [9,10]. The amino acid (aa) replacement V338Y in mouse mitoribosomal protein Mrps5 (uS5) is a recently identified ribosomal ambiguity mutation (*ram*), which decreases translational accuracy and confers mitoribosomal misreading by increasing the incorporation of near-cognate aa-tRNA species [11]. Despite the universal presence of mitochondria, homozygous knock-in C57/BL6 mice carrying the Mrps5 V338Y mutation display a remarkable absence of overt pathology in vivo. The phenotype presented by mutant *MRPS5^V338Y/V338Y^* mice is subtle and mainly composed of neurological stress intolerance and anxiety-related behavioral alterations [11]. Brain mitochondria from *MRPS5^V338Y/V338Y^* mice show impaired mitochondrial function, as revealed by a decline in total oxygen consumption rate (OCR), reduced levels of ATP, and increased amounts of mitochondrial reactive oxygen species (mtROS) [11].

To further assess the alterations induced by mitochondrial misreading in brain of *MRPS5^V338Y/V338Y^* mutant mice at the molecular level, we here used unbiased whole genome RNA-Seq combined with metabolome analysis. For profiling, wild-type and V338Y mutant female mice were sampled at three and 19 months of age for investigations at transcriptome level, together with metabolome studies at 19 months of age.

## 2. Results

### 2.1. Transcriptome Sequencing and Age-Related Changes

Transcriptomes of total cortex tissue samples from wild-type and *MRPS5^V338Y/V338Y^* mutant mice were resolved using RNA-Seq. 

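RNA from the cortex of 16 mice was sequenced in 4 groups of 4, namely wild-type and homozygous *MRPS5* V338Y knock-in mice at 3 and at 19 months of age. *MRPS5* encodes a protein of the small subunit of the mitochondrial ribosome. The paper names a stranded mRNA kit and also a depletion of ribosomal RNA. The sample labels give brain as the tissue but describe RNA extraction from muscle, whereas the methods of the paper describe cortex, which is the tissue used for the text. From single-end reads, the authors estimated with RSEM the number of reads of each gene of the Ensembl 75 annotation and deposited these estimated counts for 39179 Ensembl gene identifiers without normalization. RSEM shares reads that match several similar genes between them, so counts of near-identical genes depend on that assignment. The deposited values were whole numbers with at most 4 significant digits, as all 1495 values of 10000 or more ended in 0. The total count per mouse was between 7963530 and 14795474 (median 11157809) in 3-month-old wild-type mice and between 13620218 and 19601664 (median 15789042.5) in 3-month-old V338Y mice. At 19 months it was between 6181448 and 12658661 (median 11047919.5) in wild-type and between 10029898 and 19573427 (median 15995066.5) in V338Y mice, so the V338Y groups had the higher median at both ages. The 10 genes with the highest counts took on average 9.63% and 9.46% of the counts in 3-month-old wild-type and V338Y mice and 13.4% and 12.1% at 19 months. No pair of mice within a group had the same counts within sampling noise, with a chi-square per degree of freedom between 1.87 and 27.1. Gene symbols were found for 37607 of the identifiers in the GENCODE M21 annotation of GRCm38, which also gives the coordinates in the text; the paper names GRCm37, and the count table holds no coordinates. For each comparison of a pair of groups, only the 8 libraries of those groups were used, and genes were kept that had at least 10 counts in at least 2 of the 4 mice of one group. Counts were normalized with the TMM method of edgeR and tested with its quasi-likelihood test, with the Benjamini-Hochberg adjustment over all genes kept. Normalized counts are scaled to the mean library size of the comparison and are given as mean ± SD (n = 4 mice). TMM takes most genes as unchanged, so every fold change is relative to the bulk of the genes.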

A total of 16 samples (four for each time-point and genotype) were sequenced. Differential gene expression analysis showed significant transcriptomic changes between young (three months) and old (19 months) animal brain samples. With a threshold *p*-value < 0.05, there were 10,914 and 9355 age-regulated transcripts in wild-type and mutant V338Y datasets, respectively (Supplementary Table S1). 

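In wild-type mice, 16101 genes passed the count filter, of which 10666 had an unadjusted p under 0.05 between 3 and 19 months, against 805 that chance would give. With an adjusted p under 0.05, 5050 genes were higher and 5065 lower at 19 months, 10115 in all, and 3781 of them changed by at least 1.5-fold. In V338Y mice, 9282 of 16770 genes had an unadjusted p under 0.05, and 3875 genes were higher and 4306 lower with an adjusted p under 0.05, 8181 in all. The values of the 4 young and the 4 old mice were completely apart for 55.2% of the genes in wild-type and 44.7% in V338Y mice, whereas chance separates 2.86%. The biological variation between mice of a group, as the common dispersion, was 0.00308 in the wild-type and 0.0102 in the V338Y comparison. The count moved most in wild-type mice when at least 10 counts were required in every mouse, which gave 9078 genes. In V338Y mice it moved most, to 4578 genes, when the mean level of cerebellum markers entered the fit as a covariate, an alternative chosen after the values were seen. That level itself fell with age in V338Y mice, from 5.74 ± 1.77 to 2.08 ± 0.14 (mean log2 CPM, SD, n = 4). The fit thus cannot fully separate it from age. The share of higher genes depended on the scaling and was 37.3% in wild-type mice with trends on GC content and gene length removed. Besides age, the libraries of the old and the young mice differed in Y-linked transcripts, *Xist* and cerebellum markers.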

Differentially expressed genes (DEGs) with a *p*-value < 1 × 10^−5^ (FDR < 7.31 × 10^−5^), subjected to gene enrichment analysis using online tools EnrichR (https://maayanlab.cloud/Enrichr/ accessed on 8 June 2020) [12] and MetaCore (https://portal.genego.com/ accessed on 8 June 2020), revealed the characteristic age-related changes in both wild-type and V338Y mutant animals [13,14].

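With an unadjusted p under 1e-05, 4838 genes changed with age in wild-type mice (2579 higher, 2259 lower) and 1667 in V338Y mice (1190 higher, 477 lower), which corresponds to false discovery rates of 3.3e-05 and 1.0e-04. The number in V338Y mice depends on the mice and the test. It was from 1052 to 2119 with 1 mouse left out and 3370 with the likelihood-ratio test. With the cerebellum markers, which themselves fell with age, as a covariate, chosen after the values were seen, it was 590. The genes with the largest rise in both genotypes were *Xist*, *Prl* and *Gm27927*, and those with the largest fall were *Ddx3y*, *Uty* and *Eif2s3y*, all of the latter on chromosome Y. *Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) rose from 6.84 ± 2.07 to 10761 ± 1925 normalized counts in wild-type mice (SD, n = 4), a log2 fold change of 10.57 (standard error 0.28, adjusted p = 9.5e-08, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and by 9.65 in V338Y mice (standard error 0.13, adjusted p = 7.0e-14, same test). *Gm27927* (103469671 to 103469796) lies within *Xist*, so its reads cannot be separated from those of *Xist* with certainty. It had at most 1 count in a 3-month-old mouse and was at least 47.7-fold higher at 19 months in wild-type and at least 57.9-fold in V338Y mice. *Prl*, which encodes prolactin (chromosome 13, 27057570 to 27065205), was at least 263-fold higher in 19-month-old wild-type and at least 83.9-fold in 19-month-old V338Y mice than in the 3-month-old mice of the same genotype. *Ddx3y* was at least 360-fold lower in old wild-type and at least 528-fold lower in old V338Y mice.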

Thus, many cellular metabolic processes declined with aging in our mouse cohorts: most prominently mitochondria-related energy production [15,16] (KEGG: oxidative phosphorylation, thermogenesis, citrate cycle, pyruvate metabolism; Wiki: electron transport chain, glycolysis), but also RNA metabolism (KEGG: RNA transport; Wiki: mRNA processing; PN: transcription/transcription by RNA polymerase II), translation (Wiki: translation factors), protein degradation (KEGG: proteasome, ubiquitin-mediated proteolysis; GO: protein polyubiquitination), and synapse-related functions (KEGG: synaptic vesicle cycle, dopaminergic synapse, cholinergic synapse, GABAergic synapse; PN: neurophysiological process/transmission of nerve impulse, development/neurogenesis/synaptogenesis). 

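The direction of these terms was tested with gene lists fixed without knowledge of the counts, using camera (preset correlation of 0.01 between genes, Benjamini-Hochberg adjustment). Of 77 nuclear-encoded OXPHOS genes, 74 were lower in 19-month-old than in 3-month-old wild-type mice, with a mean log2 fold change of -0.40 (adjusted p = 2.3e-14, camera); 70 were past the adjusted threshold over all genes tested (68 downward, 2 upward) and 71 when adjusted over the list alone. In V338Y mice 71 of the 77 were lower, with a mean of -0.31 (adjusted p = 1.7e-11, camera). Without TMM, on library size only, the mean in wild-type mice was -0.50, the largest shift of the alternatives. The TCA cycle genes (24 genes) fell on average by 0.29 in wild-type mice (adjusted p = 1.1e-05, camera) and by 0.23 in V338Y mice (adjusted p = 8.4e-05, camera), with 19 genes past the threshold downward and 4 upward in both genotypes. For glycolysis (19 genes), the mean log2 fold changes were -0.19 (adjusted p = 5.7e-04, camera) and -0.16 (adjusted p = 0.0195, camera). Proteasome genes (31 genes) had means of -0.42 and -0.36, with 30 and 29 genes past the threshold, all downward, and synaptic vesicle genes (30 genes) had means of -0.15 and -0.12, with 21 and 14 past it downward and 5 and 3 upward. In V338Y mice the means of glycolysis and synaptic vesicle genes moved to -0.13 (adjusted p = 0.0765, camera) and -0.08 (adjusted p = 0.0593, camera) without the 3-month-old mouse 14, whose library has the lowest cerebellum markers of its group. All of these falls were also past the threshold with fry. With the correlation between genes estimated for each list, only OXPHOS in wild-type mice stayed past it (adjusted p = 0.0455, camera). Among the lists not named at the terms, the genes of the mitochondrial ribosome (73 genes) fell by 0.44 in wild-type and 0.36 in V338Y mice, while those of the cytosolic ribosome (78 genes) had means of 0.04 and 0.17. RNA processing, translation factors and ubiquitination were not tested.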

Upregulated pathways in the aging brain of our mouse cohorts were mostly connected to extracellular matrix reorganization (KEGG: ECM-receptor interaction, cell adhesion molecules; Wiki: focal adhesion; GO: extracellular matrix organization; PN: cell adhesion/cell-matrix interactions) and inflammation (KEGG: complement and coagulation cascade; Wiki: inflammatory response pathway; GO: neutrophil mediated immunity) (Supplementary Figure S1).

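Of 53 extracellular matrix genes, 51 were higher in 19-month-old wild-type mice, by 1.25 on the log2 scale on average (adjusted p = 1.2e-31, camera with Benjamini-Hochberg adjustment), and 49 of them passed the adjusted threshold. In V338Y mice the mean was 1.04, with 45 genes past the threshold. All 26 complement and inflammation genes tested in wild-type mice rose, by 2.11 on average (adjusted p = 2.9e-43, camera), and all 28 tested in V338Y mice, by 1.90 (adjusted p = 5.9e-35, camera). Both rises were past the threshold in both genotypes with fry and with the correlation between genes estimated. The alternative that moved the matrix mean most in wild-type mice was the removal of GC content and gene length trends, to 1.07. Markers of several cell types rose along with them in wild-type mice, by 2.07 for endothelial cells, 1.53 for meninges, 1.02 for microglia and 0.94 for astrocytes, while neuron markers fell by 0.27.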

### 2.2. Mutation-Related Transcriptome Changes in 19-Month-Old Animals

For a further assessment of differences, we performed a between group analysis (BGA). BGA simplifies a dataset by reducing its dimensionality and defining axes that best discriminate the groups. We plotted the four groups (three-month-old wild-type, three-month-old V338Y, 19-month-old wild-type, 19-month-old V338Y) into two-dimensional space using the first two most important axes. 

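Between group analysis was carried out as a between-class principal component analysis with ade4 on 11188 genes that changed with age in either genotype, since the authors' program was not used here. The groups accounted for 72.3% of the variance. Between 3-month-old wild-type and V338Y mice, the distance of the group centres was 0.523, and 4-against-4 assignments of the same mice gave a distance as large with p = 0.229 (two-sided exact permutation test with the axes refitted, 70 assignments). Using all genes kept by the filter, p was 0.286, and p was 0.0571 without the V338Y mouse 14 and between 0.171 and 0.371 without each of the others. Gene by gene, 10 genes differed between the genotypes at 3 months with an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and 815 had an unadjusted p under 0.05, where chance alone gives 812. This number depends on the mice used: with 1 mouse left out it was from 617 to 1590, the latter without the V338Y mouse 14, of 15989 genes tested. It was 1349 with all 16 samples in one fit and 1438 with the cerebellum marker score as a covariate, a setting chosen after the values were seen. The 77 nuclear OXPHOS genes had a mean log2 fold change of -0.014 between the genotypes (24 higher, 53 lower), and the sign of this mean changed to 0.015 without the V338Y mouse 15.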

BGA showed a similar pattern for wild-type and V338Y mutant animals at three months of age. At 19 months of age, the transcriptomic profiles of both genotypes were significantly different from the three-month-old animals. In addition, the 19-month-old V338Y mice were distinct from the age-matched controls, indicating that both age and genotype contribute to the transcriptomic changes. 

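Along the first axis, which held 90.7% of the between-group variance, the 3-month-old mice lay at -91.2 ± 4.90 (wild-type) and -79.3 ± 14.2 (V338Y) and the 19-month-old mice at 95.6 ± 7.95 and 74.9 ± 4.93 (SD, n = 4 each). The distance between the ages was 1.75 in wild-type and 1.47 in V338Y mice, each with p = 0.0286 (exact permutation test, the smallest p that 4 mice against 4 allow). The genes used had been chosen for a change with age in these mice, which by itself favours a separation of the ages. With all genes kept by the filter, the distances were 1.51 and 1.29, again with p = 0.0286 each (exact permutation test). When each mouse was projected on axes fitted without it, the wild-type mice still fell at 103 ± 9.32 against -98.0 ± 5.63 and the V338Y mice at 79.6 ± 5.58 against -84.8 ± 16.5.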

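At 19 months the distance between the wild-type and V338Y centres was 0.527 (p = 0.0286, two-sided exact permutation test), about the same length as at 3 months, where the V338Y mice were spread more widely. Without the V338Y mouse 20, p rose to 0.0571. All 8 of the 19-month-old mice were nearest to the centre of their own group when left out of the fit, and 6 of 8 at 3 months, with the V338Y mice 13 and 14 nearest to the wild-type centre. Whether the genotype distance itself differs between the ages was not tested.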

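Axis 2 held 5.50% of the between-group variance and axis 3 held 3.83%. On axis 2 the positions were 21.1 ± 10.3 for 3-month-old wild-type, -25.0 ± 25.4 for 3-month-old V338Y, -16.8 ± 9.13 for 19-month-old wild-type and 20.7 ± 3.82 for 19-month-old V338Y mice (SD, n = 4), so on these axes, which are fitted to the group means, the order of the genotypes at 3 months was opposite to that at 19 months. With each mouse projected on axes fitted without it, the 19-month-old V338Y mice fell at 13.8 ± 4.69 and the 19-month-old wild-type mice at -10.0 ± 9.15 on axis 2 (exact permutation test, p = 0.0286), while the 3-month-old genotypes overlapped, at -4.18 ± 24.2 and 12.2 ± 10.6 (exact permutation test, p = 0.314).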

As the three-month- and 19-month-old animals were separated along axis 1 of the scatter plot (Figure 1A), we conclude that axis 1 captures the largest fraction of age-related variance, and thus represents aging, while axis 2 most likely captures the changes associated with the second variable in this group of animals, the genotype, and thus represents the mutation effect (*p*-value 19-month-old V338Y/19 months wt: 1.4 × 10^−5^).

Direct comparison of 19-month-old wild-type and V338Y mutant animals revealed 1761 differentially regulated genes at *p*-value < 0.01 (FDR < 0.09) (see Supplementary Table S1C). 

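Among the 16420 genes tested between 19-month-old V338Y and wild-type mice, 1158 had an unadjusted p under 0.01 (513 higher and 645 lower in V338Y), where chance gives 164, which corresponds to a false discovery rate of 0.142. With an adjusted p under 0.05, 512 genes differed, 196 higher and 316 lower, and for 116 of them the change was at least 1.5-fold. The 2 groups of 4 mice were completely apart for 9.35% of all genes. Fitting all 16 libraries together, with one estimate of the spread for both ages, moved the count most, to 120 genes. It was 294 without the wild-type mouse 13 and 287 without the V338Y mouse 19. On library size only, the direction of the split turned, with 357 genes higher and 263 lower. Among genes with a mean of at least 50 normalized counts in a group, the largest changes past the threshold were in *Eno1b*, *Eif3j2*, *Gm6969*, *Bub1b* and *Pla2g4e*. *Pla2g4e* (ENSMUSG00000050211, chromosome 2, 120166412 to 120245335) had 508 ± 30.5 normalized counts in V338Y and 72.5 ± 4.27 in wild-type mice (SD, n = 4), a log2 fold change of 2.82 (standard error 0.085, adjusted p = 1.1e-20, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Bub1b* (chromosome 2, 118598211 to 118641591) was lower in V338Y mice by a log2 fold change of -3.46 (adjusted p = 2.9e-11, same test). *Eno1b* (chromosome 18, 48045335 to 48048412), which has a near-identical paralog in *Eno1*, was at least 13.4-fold higher, and *Eif3j2* (chromosome 18, 43475418 to 43477796), a near-identical copy of *Eif3j1*, at least 21.1-fold higher. *Gm6969* (chromosome 12, 24638669 to 24639010) was at least 34.4-fold lower. In 3-month-old mice *Gm6969* did not differ in this way, in CPM (counts scaled to the normalized library size). It was at 4.44 ± 4.95 CPM in wild-type (from 0.13 to 8.75) and 4.47 ± 5.03 CPM in V338Y mice (from 0.05 to 9.51; SD, n = 4). Its level thus varied between mice of the same genotype. In 3-month-old wild-type mice *Bub1b* ran from 0.62 to 5.55 CPM and *Pla2g4e* from 4.32 to 26.5 CPM. The levels of these genes therefore did not follow the genotype alone. In 3-month-old V338Y mice *Bub1b* was from 0.18 to 0.66 CPM and *Pla2g4e* from 43.9 to 52.6 CPM. At 3 months the largest changes were in *Eif3j2*, *Pla2g4b*, *Gm28042*, *Cd59a* and *Jmjd7*, of which all but *Eif3j2* lie on chromosome 2. *Pla2g4b* (120033417 to 120043030), *Gm28042* and *Jmjd7* overlap, so their reads cannot be told apart with certainty, and *Jmjd7* stayed past the threshold in 2 of the 8 fits that each left out 1 mouse. *Mrps5*, the gene that carries the mutation, lies on chromosome 2 from 127587222 to 127606829, and 42 of the 512 genes lie within 20 Mb of it.

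**Figure D1:**
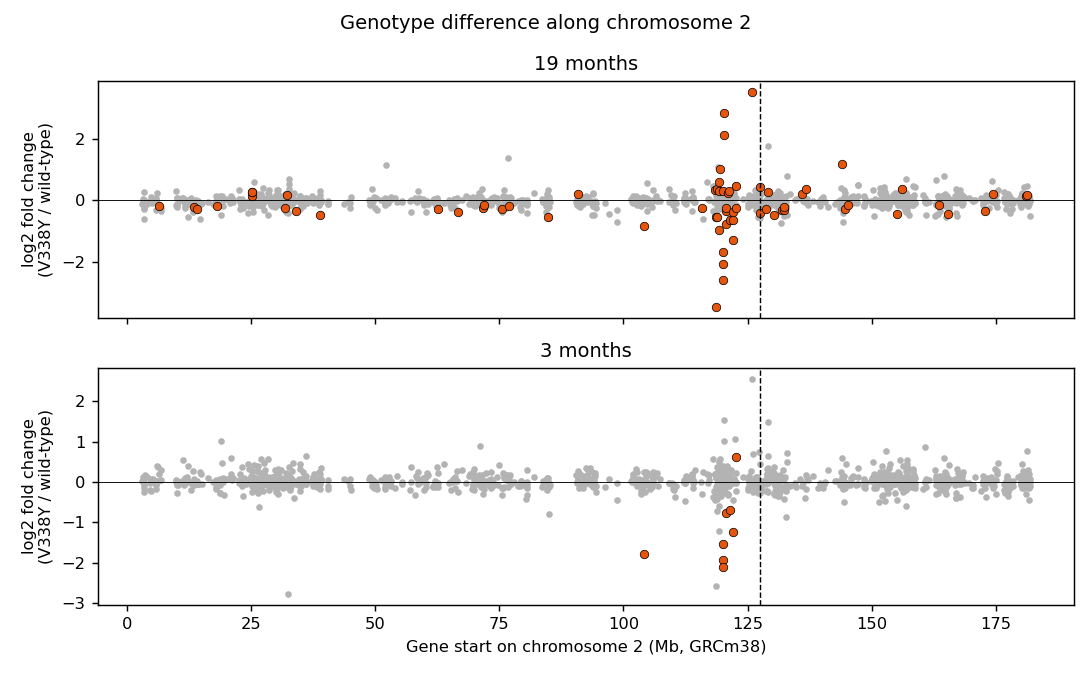
Log2 fold change between V338Y and wild-type mice (vertical axis) of each tested gene on chromosome 2 at 19 months and at 3 months, by the start of the gene in Mb on GRCm38 (horizontal axis). Orange points are genes with an adjusted p under 0.05 in the edgeR test, grey points the other genes, and the dashed line marks *Mrps5*; large changes at both ages lie close to that line.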

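The 77 nuclear-encoded OXPHOS genes had a mean log2 fold change of 0.09 between 19-month-old V338Y and wild-type mice, with 68 higher and 9 lower (adjusted p = 7.7e-11, camera with Benjamini-Hochberg adjustment). This is a change of a few percent per gene: 36 of them had an unadjusted p under 0.05, 5 an adjusted p under 0.05 over all genes, and 22 when adjusted over the list alone. By complex, the means were 0.08 for complex I (37 genes), 0.04 for complex II (4 genes, adjusted p = 0.302, camera), 0.10 for complex III (9 genes), 0.09 for complex IV (12 genes) and 0.13 for complex V (15 genes). TCA cycle genes had a mean of 0.05, with 21 of 24 higher (adjusted p = 0.00355, camera), and 1 of them passed over all genes and 3 adjusted over the list alone. For glycolysis the mean was 0.06, with 17 of 19 higher (adjusted p = 6.1e-04, camera). The rise of OXPHOS held with fry (adjusted p = 0.00146) and with estimated correlation (camera, adjusted p = 0.0345). Glycolysis held with fry alone (adjusted p = 0.0142), and the TCA cycle with neither of them (adjusted p = 0.0584 with fry). Across the other settings the OXPHOS mean was between 0.08 and 0.11, highest on library size only. Taken as 1 value per mouse, the mean log2 CPM of the OXPHOS genes was higher by 0.09 in V338Y mice (exact permutation test, p = 0.0286, adjusted p over the lists 0.0805), and that of the TCA cycle by 0.05 (exact permutation test, p = 0.0571). The 9 mitochondrially encoded OXPHOS genes tested went the other way, with a mean of -0.16 and 7 lower. As 1 value per mouse, this difference was -0.18 and within the spread between mice (exact permutation test, p = 0.257). The share of counts on all mitochondrially encoded genes, of which *mt-Rnr2* had the most, was 9.20 ± 0.41% in wild-type and 8.17 ± 0.29% in V338Y mice (SD, n = 4). The groups did not overlap in this share, with the lowest wild-type mouse at 8.79% and the highest V338Y mouse at 8.47%, and no test was run on it. Neuron markers were also higher in V338Y mice, by 0.07 (standard error over 13 genes 0.03).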

Subjecting those DEGs to pathway analysis revealed that the most prominent terms upregulated in V338Y mutants relative to wild-type were mitochondria-related, i.e., oxidative phosphorylation, electron transport chain, mitochondrial transport, pyruvate metabolism, citrate cycle, and glycolysis (see Figure 1).

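All 35 OXPHOS genes that the paper shows in its heatmap had higher transcript levels in 19-month-old V338Y than in wild-type mice, by 0.12 on the log2 scale on average; 3 of them had an adjusted p under 0.05 over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) and 20 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Among citrate cycle genes, *Ogdhl*, which the text of the paper writes as *Ogdh1*, had 2180 ± 94.0 normalized counts in V338Y and 1966 ± 80.2 in wild-type mice (SD, n = 4), a log2 fold change of 0.15 (standard error 0.041, adjusted p = 0.0360, same test). It lies on chromosome 14 from 32322019 to 32348151 (ENSMUSG00000021913), and its adjusted p stayed under 0.05 in 3 of the 8 fits that each left out 1 mouse. *Dld* and *Mdh2* rose by 0.17 and 0.13, with unadjusted p-values of 0.00387 and 0.00365 and adjusted p-values of 0.0853 and 0.0831 in the edgeR test. *Idh3b* (chromosome 2, 130279309 to 130284547) had 1935 ± 15.1 against 1809 ± 52.9 normalized counts, a log2 fold change of 0.09 (standard error 0.038, unadjusted p = 0.0186 and adjusted p = 0.196 in the edgeR quasi-likelihood test), and lies within 20 Mb of *Mrps5*. *Idh3g* rose by 0.10 (unadjusted p = 0.0466 in the edgeR quasi-likelihood test). For *Sdhb*, *Fh1* and *Sucla2* the log2 fold changes were 0.09, 0.10 and 0.07, and their unadjusted p-values in the edgeR test were 0.0554, 0.0561 and 0.114. At 3 months none of the 38 genes named in the text had an adjusted p under 0.05 between the genotypes, the smallest being 0.926 (edgeR quasi-likelihood test), and 0 of the 38 had an unadjusted p under 0.05.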

Compared to 19-month-old wild-type mice, a large number of OXPHOS-related genes showed significantly increased transcript levels in the 19-month-old V338Y mutants, as did key enzymes of the citrate cycle (see heatmaps Figure 2 and Table 1 for individual genes), e.g., isocitrate dehydrogenase complex subunits *Idh3b* and *Idh3g*, which catalyze irreversible rate-limiting steps, malate dehydrogenase (*Mdh2*), oxoglutarate dehydrogenase (*Ogdh1*, *Dld*), succinate-CoA ligase (*Sucla2*), succinate dehydrogenase (*Sdhb*), and fumarate hydratase (*Fh1*).

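Pyruvate kinase *Pkm* (ENSMUSG00000032294, chromosome 9, 59656368 to 59679375) had 13715 ± 393 normalized counts in 19-month-old V338Y and 12368 ± 279 in wild-type mice (SD, n = 4), a log2 fold change of 0.15 (standard error 0.037, adjusted p = 0.0176, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Every V338Y mouse was above every wild-type mouse, and the adjusted p stayed under 0.05 in 5 of the 8 fits with 1 mouse left out. *Pfkl*, *Pfkm*, *Hk1* and *Pgk1* had smaller changes with adjusted p-values between 0.0869 and 0.202 in the same edgeR test. Their log2 fold changes were 0.12, 0.12, 0.095 and 0.10, with unadjusted p-values in the edgeR test of 0.00405, 0.00590, 0.0185 and 0.0201. *Pfkl* was taken for the gene that the paper writes as *Pfk1*. For each of these 5 genes the 4 V338Y mice were all above the 4 wild-type mice.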

Transcriptional activation of the citrate cycle came along with significantly increased transcript levels for key enzymes of glycolysis, e.g., hexokinase 1 (*Hk1*), phosphofructokinases (*Pfk1*, *Pfkm*), phosphoglycerate kinase 1 (*Pgk1*), and pyruvate kinase (*Pkm*). 

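*Mpc1* (ENSMUSG00000023861, chromosome 17, 8282904 to 8297661), a subunit of the mitochondrial pyruvate carrier, had 587 ± 19.9 normalized counts in 19-month-old V338Y and 498 ± 26.0 in wild-type mice (SD, n = 4). This is a log2 fold change of 0.23 (standard error 0.056, adjusted p = 0.0166, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), which was between 0.21 and 0.26 across the fits that each left out 1 mouse and past the adjusted threshold in 4 of these 8. The other carrier subunit, *Mpc2*, had 615 ± 36.2 against 588 ± 14.7 normalized counts, a log2 fold change of 0.07 (standard error 0.055) that was within the spread between mice (unadjusted p = 0.213, adjusted p = 0.580, same edgeR test). *Dlat* had a log2 fold change of 0.024 (unadjusted p = 0.620, edgeR quasi-likelihood test). *Pdp1* and *Pcx* (chromosome 19, 4510472 to 4621752) had log2 fold changes of 0.07 and 0.09, with unadjusted p-values of 0.0658 and 0.0563 and adjusted p-values of 0.347 and 0.325 in the edgeR test. The unadjusted p of *Pdp1* was under 0.05 on library size only and with GC content and gene length trends removed.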

Increased transcript levels for the mitochondrial pyruvate carrier MPC1 and MPC2 indicate that the excess of pyruvate derived from glycolysis is transported into the mitochondria, where it enters the TCA either as acetyl-CoA (*Pdp1*, *Dlat*, *Dld*) or as anaplerotic replenishment by means of pyruvate carboxylase (*Pcx*), which catalyzes the transformation of pyruvate to oxaloacetate. 

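*Got2* (ENSMUSG00000031672, chromosome 8, 95864134 to 95888547) had 1547 ± 57.6 normalized counts in 19-month-old V338Y and 1369 ± 38.3 in wild-type mice (SD, n = 4), with all V338Y mice above all wild-type mice. Its log2 fold change was 0.18 (standard error 0.042, adjusted p = 0.0135, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), between 0.15 and 0.20 with each mouse left out in turn, and past the adjusted threshold in 6 of these 8 fits. *Gls2* (chromosome 10, 128194457 to 128210004) had 255 ± 7.58 against 231 ± 24.6 normalized counts, a log2 fold change of 0.16 (standard error 0.077, unadjusted p = 0.0510 and adjusted p = 0.312, same edgeR test).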

Additional anaplerotic replenishment of the TCA by α-ketoglutarate is indicated by increased transcript levels of *Gls2* and *Got2* (see Figure 3).

In contrast to the increased flow through TCA and ETC, we find significant depletion of genes involved in mitochondrial transport and beta-oxidation of fatty acids, i.e., cytosolic carnitine palmitoyltranferase (*Cpt1a*), mitochondrial acyl-synthetases (*Acsf2*, *Accs1*, *Acss3*), and 2,4 dienoyl-CoA reductase (*Decr1*), the latter participating in the beta-oxidation of unsaturated FAs.

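*Cpt1a* had 756 ± 44.1 normalized counts in 19-month-old V338Y and 846 ± 51.7 in wild-type mice (SD, n = 4), a log2 fold change of -0.16 (standard error 0.053, unadjusted p = 0.00621 and adjusted p = 0.110, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Acsf2* fell by 0.32 on the log2 scale (standard error 0.12, unadjusted p = 0.0163, adjusted p = 0.184, same test), from 154 ± 12.8 to 120 ± 26.9 normalized counts. *Decr1* fell by 0.16 (unadjusted p = 0.0327, adjusted p = 0.259, same edgeR test). For *Acss3* and for *Acss1*, which the sentence writes as *Accs1*, the log2 fold changes of -0.26 and -0.11 had unadjusted p-values of 0.0963 and 0.101 in the edgeR test. None of the 5 genes passed the adjusted threshold. A list of 27 fatty acid oxidation genes had a mean log2 fold change of -0.03, with 14 higher and 13 lower (adjusted p = 0.407, camera with Benjamini-Hochberg adjustment); 4 of them had an unadjusted p under 0.05, and none passed over all genes or when adjusted over the list alone.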

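*Prdx5* (ENSMUSG00000024953, chromosome 19, 6906697 to 6910106) had 1467 ± 59.7 normalized counts in 19-month-old V338Y and 1276 ± 68.2 in wild-type mice (SD, n = 4), a log2 fold change of 0.20 (standard error 0.045, adjusted p = 0.0101, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). It was past the adjusted threshold in 6 of the 8 fits that each left out 1 mouse. *Gstm7*, one of a family of similar genes, rose by 0.26 from 159 ± 7.20 to 192 ± 4.34 normalized counts (unadjusted p = 0.00377, adjusted p = 0.0841, same edgeR test). The log2 fold changes of *Prdx2*, *Gpx4* and *Sod1* were 0.14, 0.13 and 0.11, with unadjusted p-values of 0.00204, 0.00539 and 0.0303 and adjusted p-values of 0.0593, 0.101 and 0.250 in the edgeR test. In a list of 20 ROS-protective genes, 14 were higher and 6 lower, and the mean was 0.05 (adjusted p = 0.0317, camera with Benjamini-Hochberg adjustment), with 1 gene past the threshold over all genes and 6 when adjusted over the list alone. With no filter on counts the mean of this list was -0.0096, while camera, which does not test this mean, still gave an adjusted p of 0.0116. With fry on the filtered genes the adjusted p of the list was 0.0642. In 5 of the 8 fits that each left out 1 mouse the list was not past the threshold, with adjusted p-values between 0.0585 and 0.0905 (camera).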

Finally, we find increased transcript levels for several ROS-protective enzymes, e.g., superoxide dismutase (*Sod1*), peroxiredoxins (*Prdx2*, *Prdx5*), glutathione-S-transferase (*Gstm7*), and glutathione peroxidase (*Gpx4*).

Selected target genes (OXPHOS complex I and complex V components *Cox11* and *Atp5s*, mitochondrial pyruvate transporter *Mpc1*, ROS-protector peroxiredoxine *Prdx5*) were chosen to validate the RNA-Seq data by RT-qPCR. 

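In the sequencing data of the 19-month-old mice, *Cox11* (chromosome 11, 90638173 to 90644931) had 145 ± 7.88 normalized counts in V338Y and 123 ± 13.2 in wild-type mice (SD, n = 4), a log2 fold change of 0.23 (standard error 0.10, unadjusted p = 0.0301 and adjusted p = 0.250, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Atp5s* (chromosome 12, 69724950 to 69744660) had 115 ± 8.83 against 97.0 ± 13.2 normalized counts, a log2 fold change of 0.25 (standard error 0.12, unadjusted p = 0.0364 and adjusted p = 0.270, same edgeR test). The groups overlapped for both genes. The RT-qPCR measurements were not analysed here.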

The differences in gene expression levels determined by RT-qPCR were consistent with the transcriptome data (Supplementary Figure S2).

### 2.3. Mutation-Related Metabolic Changes in 19-Month-Old Animals

To investigate whether in addition to the transcriptome changes, the mutation V338Y manifests at the level of metabolic alterations, we performed untargeted metabolomic profiling in brain cerebellum samples of 19-month-old wild-type and V338Y mutants; 304 metabolites common to all wild-type and mutant samples were identified. After removing redundant and false positives, 50 metabolites were found to be significantly altered in V338Y mutants compared to wild-type mice. Most importantly, we found that TCA intermediates acetyl-CoA, isocitrate, and α-ketoglutarate were significantly enriched in the V338Y mutants (Table 2). Increased levels of TCA intermediates came together with an accumulation of intermediates of fatty acid catabolism: oleoylcarnitine, palmitoylcarnitine, acetylcarnitine, and the carnitine precursor deoxycarnitine. In addition, we find elevated levels of both forms of glutathione in the V338Y mutant—oxidized (GSSG) and reduced (GSH) glutathione, with a resulting relative increase in the GSSG/GSH ratio (ratio GSSG/GSH was 0.51 for wild-type and 0.70 for mutant animals).

## 3. Discussion

We have previously shown that brain mitochondria of mice carrying the homozygous knock-in mutation *MRPS5 V338Y* show impaired mitochondrial function with decreased oxygen consumption, reduced ATP content, and increased levels of reactive oxygen species [11]. Presumably, impaired mitochondrial function in these mice is the result of less functional mitochondrial OXOHOS proteins synthesized on mistranslating V338Y mitoribosomes. We here used whole genome transcriptome analysis together with metabolic studies to further profile the molecular alterations associated with mitochondrial misreading. Our data indicate a concerted transcriptional and metabolic response to mitigate impaired functionality of OXPHOS complexes (see Figure 3). This response includes (i) elevated gene transcripts of nuclear-encoded components of OXPHOS complexes; (ii) transcriptional upregulation of glycolysis and TCA providing NADH and FADH_2_ to fuel oxidative phosphorylation; and (iii) increased transcript levels of ROS-protective enzymes. As a result of increased glycolysis, elevated levels of pyruvate and NADH can either be converted to lactate and NAD^+^ by lactate dehydrogenase or transported into mitochondria for further utilization in the TCA. Together with transcriptional upregulation of glycolytic enzymes, mutant V338Y mice show increased transcript levels of both lactate dehydrogenase (*Ldhb*) and pyruvate transporters MPC1/MPC2 combined with components of the malate-aspartate shuttle involved in NADH transport (*Mdh1*, *Got2*, *Slc25a12*). 

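*Mdh1* (ENSMUSG00000020321, chromosome 11, 21556787 to 21572367) had 6311 ± 228 normalized counts in 19-month-old V338Y and 5654 ± 287 in wild-type mice (SD, n = 4), a log2 fold change of 0.16 (standard error 0.041, adjusted p = 0.0251, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), past the adjusted threshold in 4 of the 8 fits that each left out 1 mouse. *Slc25a12* (chromosome 2, 71271063 to 71367749) rose by 0.11 (unadjusted p = 0.00804, adjusted p = 0.127, same edgeR test). *Ldhb* had 3122 ± 98.8 against 2939 ± 126 normalized counts, a log2 fold change of 0.09 (unadjusted p = 0.0360, adjusted p = 0.269, same edgeR test).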

Inside mitochondria, pyruvate can enter the TCA either as oxaloacetate (increased levels of pyruvate carboxylase *Pcx*) or as acetyl-CoA (increased levels of pyruvate-dehydrogenase complex *Dlat* and *Dld* and positive regulator *Pdp1*). Transcriptional upregulation of *Gls2* and *Got2* points to additional anaplerotic replenishment of the TCA cycle by 2-ketoglutarate. Together with more active glycolysis, pyruvate/NADH transport, and anaplerotic replenishment, transcriptional upregulation of the TCA cycle leads to enhanced mitochondrial NADH levels. However, the functional impairment of oxidative phosphorylation in the brain of *MRPS5 V338Y* mutant mice, as indicated by reduced levels of total oxygen consumption, would hinder the effective oxidation of extra NADH, thus slowing down TCA reactions and leading to an accumulation of TCA intermediates (isocitrate, 2-ketoglutarate) and substrate acetyl-CoA. Supporting this finding, we note increased levels of the TCA side-product 2-hydroxyglutarate (fold change 1.71, *p*-value 0.123), which is a marker of mitochondrial reductive stress caused by respiratory chain dysfunction [17]. In contrast to isocitrate and α-ketoglutarate, there is no significant difference for citrate in V338Y mutants compared to wild-type (fold change 0.99, *p*-value 0.85). Interconversion of citrate and isocitrate is necessary for the TCA cycle to operate in either direction. Changes in this equilibrium with elevated levels of isocitrate or perturbations that result in an increase in the α-ketoglutarate/citrate ratio, as both observed in the V338Y mutants, would favor reductive metabolism [18]. 

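*Acacb* (ENSMUSG00000042010, chromosome 5, 114146535 to 114250761), which encodes an acetyl-CoA carboxylase, had 323 ± 32.0 normalized counts in 19-month-old V338Y and 260 ± 21.9 in wild-type mice (SD, n = 4). Its log2 fold change was 0.30 (standard error 0.080, adjusted p = 0.0272, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), past the adjusted threshold in 4 of the 8 fits with 1 mouse left out. *Acly* (chromosome 11, 100476353 to 100528000), which encodes ATP citrate lyase, had 2872 ± 54.6 against 2629 ± 61.9 normalized counts, a log2 fold change of 0.13 (standard error 0.037, adjusted p = 0.0488, same edgeR test). With each mouse left out in turn its log2 fold change was between 0.12 and 0.14, and its adjusted p was above 0.05 in all 8 fits.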

Reductive flux via the TCA cycle culminates in the export of mitochondrial citrate into the cytosol and conversion to cytosolic acetyl-CoA and further to malonyl-CoA via ATP citrate lyase and acetyl-CoA carboxylase (increased levels for *Acly* and *Acacb* are found in the V338Y mutants).

We observed significant changes in brain fatty acid (FA) metabolism of *MRPS5 V338Y* mutant mice both at the transcriptomic and metabolomic level. While the brain’s capacity for FA oxidation is limited [19], astrocytes can in part use FA oxidation to support their energetic demands [20]. In brain of *MRPS5* mutant mice, accumulation of FA-catabolic intermediates oleoylcarnitine, palmitoylcarnitine, butyrylcarnitine (*p*-value 0.118), acetylcarnitine, and carnitine precursor deoxycarnitine comes together with decreased transcript levels of genes and enzymes responsible for transport of FAs into mitochondria and subsequent β-oxidation (*Cpt1a*, *Acsf2*, *Acss1*, *Acss3*, *Decr1*). Inhibition of FA-oxidation has been observed as a result of impaired oxidative phosphorylation [21]. Presumably, under conditions of less effective OXPHOS, glycolysis is favored over FA-oxidation for ATP generation, as compared to glycolysis FA-oxidation requires higher oxygen consumption.

With interest, we note that skeletal muscle and brain, sampled in parallel from the identical cohorts of *MRPS5^V338Y/V338Y^* mutant mice, despite sharing the characteristic of postmitotic tissue, show disparate responses to impaired function of the 13 mtDNA encoded OXPHOS proteins. While for both tissues the effect of the *MRPS5 V338Y* mutation is age-dependent, we find bypassing of ETC by increased glycolysis, pentose phosphate pathway, fatty acid synthesis, and generation of lipid droplets in muscle [22], compared to increased flow through TCA and ETC in brain. Presumably, the latter reflects the dependency of neuronal cells on energy production via glycolysis feeding into TCA and ATP generation by oxidative phosphorylation. Dichotomic responses to disruption of oxidative phosphorylation have also been observed in *C. elegans* with compensation either by increasing ETC activity and feeding more substrates into the TCA cycle, or by bypassing ETC and upregulation of glycolysis, glyoxylate cycle, and glycerol fermentation [23].

Most prominent in aging is the decline of mitochondria-related energy production [15,16]. The significant upregulation of transcripts related to mitochondrial metabolism in V338Y mutant mice, e.g., oxidative phosphorylation, glycolysis, and TCA cycle, reflects a compensatory response, which even at the level of individual pathway-specific genes mitigates their age-related decline (Supplementary Table S2). 

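The mean log2 CPM of the nuclear OXPHOS genes was 6.44 ± 0.03 in 3-month-old wild-type and 6.43 ± 0.09 in 3-month-old V338Y mice, and 6.03 ± 0.03 and 6.13 ± 0.01 at 19 months (SD, n = 4 each). It thus fell by 0.41 with age in wild-type mice and by 0.30 in V338Y mice. The difference between the 2 age effects was tested as an interaction over all 16 mice. The OXPHOS genes had a mean interaction of 0.11, with 69 of 77 above 0 (adjusted p = 1.7e-09, camera with Benjamini-Hochberg adjustment), the TCA cycle genes of 0.08 (adjusted p = 0.00274, camera) and the glycolysis genes of 0.05 (adjusted p = 0.00549, camera). None of these 3 differences was past the threshold with fry (adjusted p of 0.130, 0.136 and 0.229) or with estimated correlation between genes. For OXPHOS, the mean moved most without the 3-month-old V338Y mouse 15, to 0.07. No gene of the 3 lists passed the adjusted threshold over all genes, while 20 OXPHOS, 1 TCA cycle and 2 glycolysis genes had an unadjusted p under 0.05. Over all genes, the age effects differed for 9 genes with an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), none of them in these lists. Because the age effect in wild-type mice and the genotype effect at 19 months share the 19-month-old wild-type mice, opposite signs are favoured by chance: over all genes, 52.7% had them in simulations of unchanged genotypes and 68.5% in the data. Of the OXPHOS genes 82.9% had opposite signs in these comparisons, against 50.7% (39.5% to 64.5%) in the 100 simulations. The simulations drew the noise of each gene independently. They leave out genes that vary together between mice, so they cannot exclude chance for the OXPHOS list or for all genes. At 3 months the genotypes did not differ in the OXPHOS score (exact permutation test, p = 0.83). The 3-month-old libraries also differed from the 19-month-old ones in Y-linked transcripts and cerebellum markers. From the higher transcript levels of mitochondrial metabolism in 19-month-old mutants, set beside the age-related decline of the same genes, the paper concludes that V338Y mice mount a compensatory response to less functional OXPHOS complexes that mitigates this decline.

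**Figure D2:**
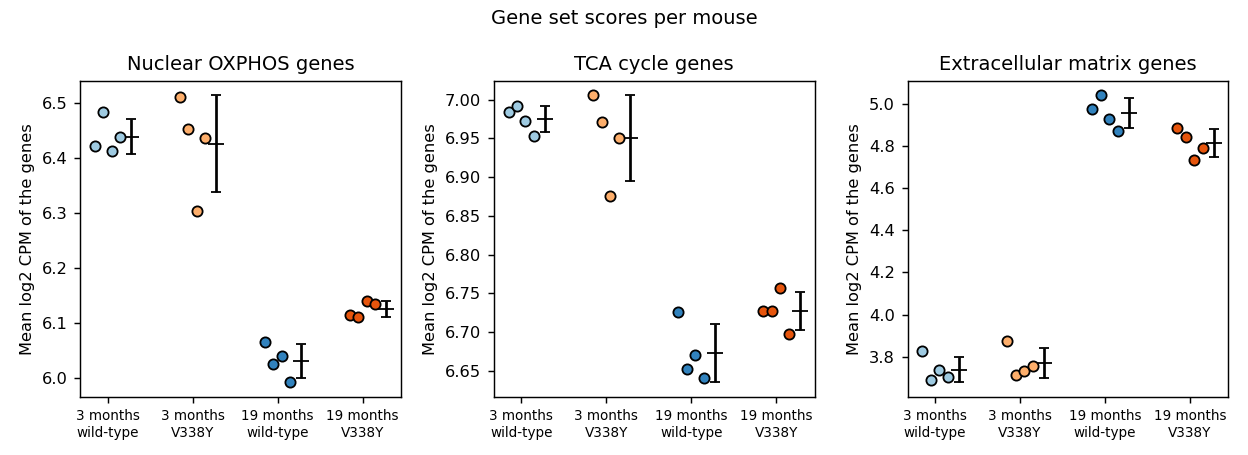
Mean log2 CPM (vertical axis) of the nuclear OXPHOS, TCA cycle and extracellular matrix genes in the 4 groups of mice (horizontal axis). Each point is 1 mouse, and bars give the mean ± SD of 4 mice; the OXPHOS mean of 19-month-old V338Y mice, 6.13, lies above that of wild-type mice, 6.03, and both lie below the 3-month-old groups.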

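For the extracellular matrix genes, the difference between the age effects of the genotypes was -0.19 on the log2 scale, with 39 of 53 genes lower (adjusted p = 7.5e-06, camera with Benjamini-Hochberg adjustment), and for complement and inflammation genes it was -0.26, with 26 of 28 lower (adjusted p = 1.3e-05, camera). With fry the adjusted p was 0.117 for both lists and with estimated correlation 0.340 (camera). In 13 matrix and 8 complement genes the unadjusted p was under 0.05, none passed over all genes, and 5 of either list passed when adjusted over the list alone. The mean log2 CPM of the matrix genes rose from 3.74 ± 0.06 to 4.95 ± 0.07 in wild-type and from 3.77 ± 0.07 to 4.81 ± 0.07 in V338Y mice, and that of the complement genes from 2.19 ± 0.06 to 4.18 ± 0.03 and from 2.18 ± 0.10 to 3.95 ± 0.08 (SD, n = 4 each).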

We note that this comes along with less pronounced enrichment of age-associated gene expression related to extracellular matrix and inflammation in the V338Y mutants (Supplementary Table S3). We hypothesize that the transcriptomic alterations observed in brain of the 19-month-old V338Y mutant animals are part of a mitohormetic response [24,25,26] to the mildly impaired function of the mtDNA encoded OXPHOS proteins generated by mistranslating mitoribosomes.

## 4. Materials and Methods

### 4.1. Animals

The transgenic *MRPS5^V338Y/V338Y^* mouse strain has been previously described [11]. Animal experiments were approved by the Veterinary Office of the Canton of Zurich (licenses 29/2012 and 44/2015). 

Expression levels of *MRPS5* mRNA were comparable in the brain of mutant and wild-type mice, indicating that the mutation did not lead to deregulation of *MRPS5* gene expression. 

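In the count table, *Mrps5* (ENSMUSG00000027374) had 554 ± 39.5 normalized counts in V338Y and 553 ± 16.6 in wild-type mice at 3 months (SD, n = 4), a log2 fold change of 0.0033 (standard error 0.068, adjusted p = 0.998, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). At 19 months it had 378.5 ± 21.9 and 378.3 ± 24.2 normalized counts, a log2 fold change of -0.012 (standard error 0.065, adjusted p = 0.960, same edgeR test). The sign of both differences changed between settings, and each stayed between -0.04 and 0.05 with any 1 mouse left out. With age, *Mrps5* fell by 0.37 in wild-type mice (adjusted p = 2.2e-05, edgeR) and by 0.39 in V338Y mice (adjusted p = 5.5e-04, edgeR).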

The animals were sacrificed at three and 19 months of age; the brain was carefully isolated, split to cortex and cerebellum, snap frozen, and stored at −80 °C.

### 4.2. RNA Extraction

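Transcripts that mark the sex and the brain region were read from the count table for each of the 16 mice, as CPM, the counts scaled to the normalized library size. *Ddx3y* on chromosome Y (1260771 to 1286629) was at 118.9 ± 6.56 CPM in the 4 wild-type and 111 ± 11.7 CPM in the 4 V338Y mice aged 3 months (SD), and had no count in any of the 8 mice aged 19 months. The same held for *Uty*, *Eif2s3y* and *Kdm5d*, which are also on chromosome Y. *Xist*, which is transcribed from the inactive X chromosome, was at 0.640 ± 0.193 and 0.996 ± 0.152 CPM in 3-month-old wild-type and V338Y mice and at 999.6 ± 178 and 807 ± 89.8 CPM at 19 months. A count of 0 allows up to 3 counts, a bound that covers counting error only. *Gabra6*, a transcript of cerebellar granule cells, was at 59.9, 106, 95.2 and 116 CPM in the 3-month-old wild-type mice 9 to 12 and at 132, 1.41, 173 and 118 CPM in the 3-month-old V338Y mice 13 to 16, while it was at most 0.490 CPM in a 19-month-old mouse.

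**Figure D3:**
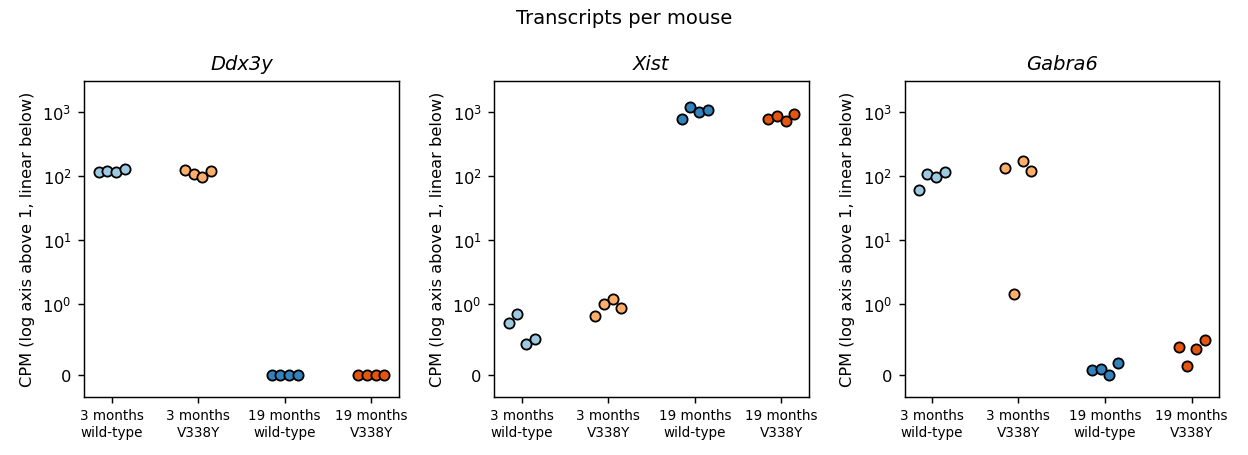
CPM of *Ddx3y*, *Xist* and *Gabra6* (vertical axes, logarithmic above 1 CPM and linear below) in each of the 16 mice, by group (horizontal axis). Each point is 1 mouse; *Ddx3y* and *Gabra6* are found at 3 months, with 1 V338Y mouse at 1.41 CPM of *Gabra6*, and *Xist* is high at 19 months.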

The following mice were used for the analysis: four three-month-old female animals of *MRPS5^WT/WT^*, four three-month-old female animals of *MRPS5^V338Y/V338Y^*, four 19-month-old female animals of *MRPS5^WT/WT^*, and four 19-month-old female animals of *MRPS5^V338Y/V338Y^*. Deep frozen cortex was grinded under liquid nitrogen, and RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The quality of the isolated RNA was assessed using a Tapestation 2200 (Agilent Technologies, Santa Clara, CA, USA). Only those samples with a 260/280 nm ratio between 1.8–2.1 and a 28S/18S ratio within 1.5–2 were further processed; all samples used for RNA sequencing had RIN (RNA Integrity Number) ≥ 7.5.

### 4.3. cDNA Library Preparation and Sequencing

RNA sequencing (RNA-Seq) was performed at the UZH/ETH Functional Genomics Center Zurich (FGCZ) according to the Illumina RNA sequencing protocol. The TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA) was used in the succeeding steps. Briefly, total RNA samples (100–1000 ng) were ribosome depleted and then reverse-transcribed into double-stranded cDNA with actinomycin added during first-strand synthesis. The cDNA samples were fragmented, end-repaired, and polyadenylated. TruSeq adapters containing the index for multiplexing were ligated to the fragmented DNA samples. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit^®^ (1.0) Fluorometer and the Caliper GX LabChip^®^ GX (Caliper Life Sciences, Hopkinton, MA, USA). The product was a smear with an average fragment size of approximately 360 bp. The libraries were normalized to 10 nM in Tris-Cl 10 mM, pH 8.5, with 0.1% Tween 20. The TruSeq SR Cluster Kit v4-cBot-HS (Illumina, San Diego, CA, USA) was used for cluster generation using 8 pM of pooled normalized libraries on the cBOT. Sequencing was performed on the Illumina HiSeq 2500 single end 126 bp using the TruSeq SBS Kit v4-HS (Illumina, San Diego, CA, USA).

### 4.4. Transcriptome Data Analysis

The quality of the reads was assessed using FastQC (Babraham Bioinformatics (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ accessed on 8 January 2017), and potential contaminations were evaluated with FastQ Screen (Babraham Bioinformatics (http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/ accessed on 8 January 2017) using bowtie2 vs. 2.1.0 [27] default parameters. Quantification of gene expression was performed using the RSEM package (version 1.2.18) [28] mapping against the Ensembl 75 annotations derived from the mouse genome assembly GRCm37. Genes not present (<10 counts per gene) in at least 50% of samples from one condition were discarded from further analyses. Differential gene expression analysis between sample groups of interest was performed using the R/bioconductor package edgeR [29]. Differences in gene expression levels were calculated as log2 fold changes; resulting *p*-values were adjusted using Benjamini–Hochberg multiple test correction [30]. An adjusted *p*-value < 0.05 (for comparison 19-month-old WT vs. V338Y mutant samples) and <0.00001 (for comparison 19-month-old vs. three-month-old WT or V338Y mutant samples) was considered statistically significant; no fold change threshold was applied.

BGA analysis was done using R/bioconductor package MADE4 [31]. Genes used for this analysis included all genes with adjusted *p*-values < 0.05 (for comparison 19-month-old WT vs. three-month-old WT and 19-month-old V338Y mutant vs. three-month-old V338Y mutant).

Functional annotation of differentially expressed genes and pathway enrichment analysis was performed using the online biological information tool EnrichR (http://amp.pharm.mssm.edu/Enrichr/ accessed on 8 June 2020) [12] that integrates several biological databases and provides a comprehensive set of functional annotation information on genes and proteins. The databases KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/pathway.html accessed on 8 June 2020) [32], WP (WikiPathways, https://www.wikipathways.org accessed on 8 June 2020) [33], and GO (Gene Ontology enrichment, http://www.geneontology.org accessed on 8 June 2020) [34] from EnrichR were used for analysis. In addition, Process Networks analysis was done using the online tool MetaCore (Clarivate Analytics, Philadelphia, PA, USA, https://portal.genego.com/ accessed on 8 June 2020). The Benjamini–Hochberg false discovery rate (FDR) procedure was applied to pathway analysis as a correction for multiple testing. Pathways or terms with FDR corrected *p*-value (adjusted *p*-value) < 0.05 were considered statistically significant.

### 4.5. qRT-PCR

To confirm the results of transcriptome analysis, selected genes were subjected to qRT-PCR (for list of genes and primers see Supplementary Table S4). RNA samples were reverse transcribed into cDNA using High Capacity RNA-to-DNA Kit (Applied Biosystems, Foster City, CA, USA). cDNA was analyzed by real-time quantitative PCR (qPCR) using an ABI 7500 Fast Real Time PCR system (Applied Biosystems, Foster City, CA, USA) and a pair of gene-specific primers for each selected gene. qPCR was performed in triplicates using EvaGreen Mix (Bio&SELL, Feucht, Germany) and 20 ng of cDNA per reaction. The transcript levels were normalized to the geometric mean of three housekeeping genes (*Hmbs*, *Ywhaz*, *Actb*) [35,36] from the same sample used as an internal reference, and the fold change of mutant relative to the WT mice was calculated as 2^−ΔΔCT^ [37]. Statistical analysis was performed with GraphPad Prism 5.0 software; unpaired Student’s *t*-test was used to estimate significance.

### 4.6. Metabolome Analysis

Cerebellums isolated from ten 19-month-old female animals of *MRPS5^WT/WT^* and five 19-month-old female animals of *MRPS5^V338Y/V338Y^* were used for metabolome analysis. Metabolome analysis was performed by Metabolon (Morrisville, NC, USA). In brief, samples were prepared by proprietary series of organic and aqueous extractions in order to remove proteins and to recover maximum amount of small molecules. The extracted samples were split in equal parts and analyzed via GC-MS or LC-MS/MS. For the LC-MS/MS two equal parts were analyzed in the positive (acidic solvent) and in the negative (basic solvent) ionization mode. Samples for GCMS were bistrimethyl-silyl-trifluoroacetamide derivatized and were run with a 5% diphenyl/95% dimethyl polysiloxane fused silica column. Obtained data were combined and normalized. Welch’s *t*-test with Holm–Bonferroni correction was used for statistical analysis.

### 4.7. Database Submission

Transcriptome data are available in Gene Expression Omnibus (GEO), accession number GSE121395, token mbitkoqatfufdkn.

Complete original metabolome dataset is included in Supplementary Data (Supplementary Table S5).

## Figures and Tables

**Figure 1:**
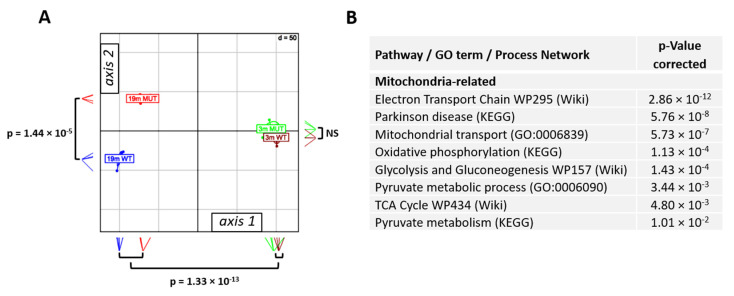
Brain transcriptome analysis. (**A**) Between group analysis (BGA) scatter plot for brain transcriptome profiles (*n* = 4 for three months old *MRPS5 WT*—brown; *n* = 4 for three-month-old *MRPS5 V338Y*—green; *n* = 4 for 19-month-old *MRPS5 WT*—blue; *n* = 4 for 19-month-old *MRPS5 V338Y*—red; NS—not significant). (**B**) Gene enrichment analysis comparing 19-month old *MRPS5 V338Y* and *MRPS5 WT* mice, terms and significance for selected upregulated gene transcripts in mutants, adjusted *p*-values are shown.

**Figure 2:**
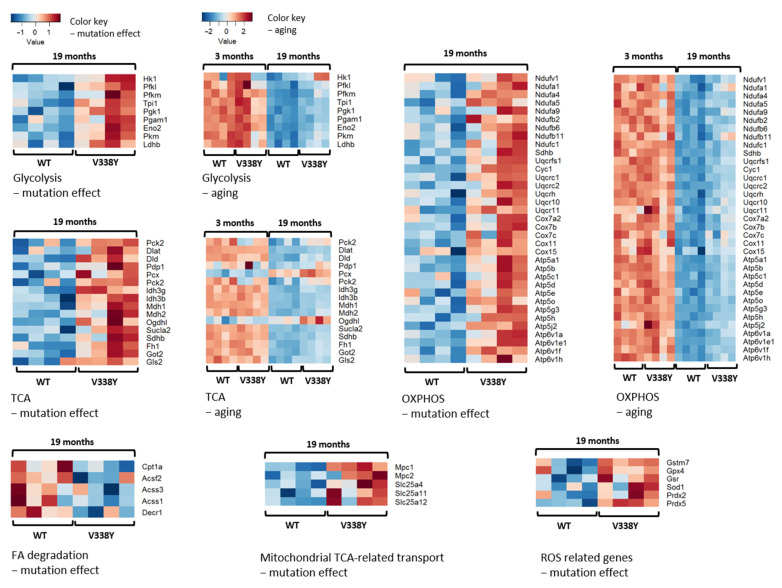
Brain transcriptome analysis. Heatmaps of the genes involved in the mitochondria-associated pathways, regulated in brain of 19-month-old *MRPS5 V338Y* mutant mice, *p*-value < 0.05. Please note the different scales for aging and mutation effect.

**Figure 3:**
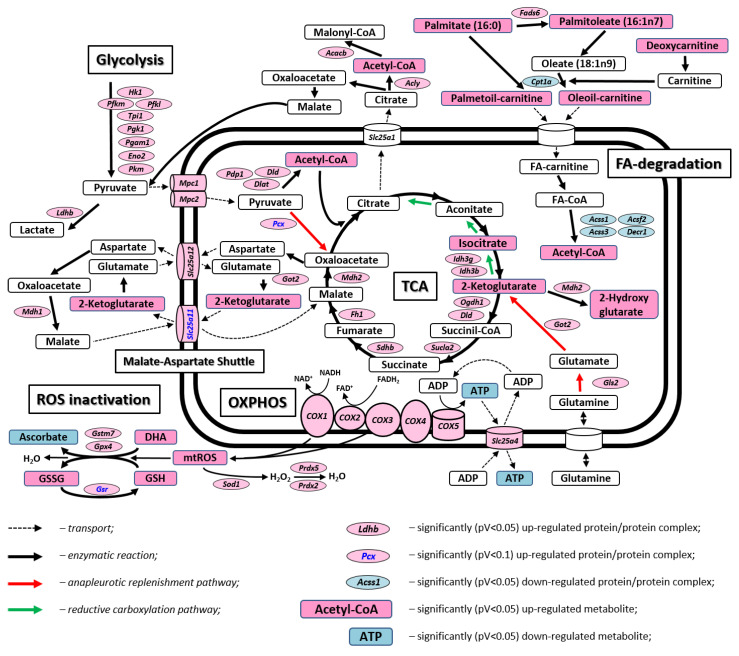
Scheme of the mitochondria-associated metabolic pathways affected in mouse brain by mutation *MRPS5 V338Y*.

**Table 1:** Regulated genes related to mitochondria-associated metabolism in 19-month-old *MRPS5^V338Y/V338Y^* mutant compared to wild-type mice.

Gene Name		Fold Change	*p*-Value
Glycolysis			
hexokinase 1	*Hk1*	1.07	2.09 × 10^−2^
hexokinase 3	*Hk3*	0.79	2.41 × 10^−2^
phosphofructokinase, liver, B-type	*Pfkl*	1.09	5.27 × 10^−3^
phosphofructokinase, muscle	*Pfkm*	1.08	1.22 × 10^−2^
triosephosphate isomerase 1	*Tpi1*	1.09	6.05 × 10^−3^
phosphoglycerate kinase 1	*Pgk1*	1.08	1.24 × 10^−2^
phosphoglycerate mutase 1	*Pgam1*	1.10	9.78 × 10^−3^
enolase 2	*Eno2*	1.12	2.63 × 10^−4^
pyruvate kinase, muscle	*Pkm*	1.10	3.32 × 10^−3^
lactate dehydrogenase B	*Ldhb*	1.07	2.75 × 10^−2^
**Mitochondrial transporters**			
mitochondrial pyruvate carrier 1	*Mpc1*	1.19	2.42 × 10^−5^
mitochondrial pyruvate carrier 2	*Mpc2*	1.08	3.99 × 10^−2^
solute carrier family 25 member 4 (mitochondrial ATP/ADP translocator)	*Slc25a4*	1.10	2.70 × 10^−3^
solute carrier family 25 member 12 (mitochondrial aspartate/glutamate antiporter Aralar)	*Slc25a12*	1.07	2.54 × 10^−2^
**TCA and related processes**			
dihydrolipoamide S-acetyltransferase (component of pyruvate dehydrogenase complex)	*Dlat*	1.07	4.00 × 10^−2^
dihydrolipoamide dehydrogenase	*Dld*	1.16	1.17 × 10^−5^
pyruvate dehyrogenase phosphatase catalytic subunit 1	*Pdp1*	1.08	1.73 × 10^−2^
isocitrate dehydrogenase 3 (NAD+), gamma	*Idh3g*	1.10	4.79 × 10^−3^
isocitrate dehydrogenase 3 (NAD+) beta	*Idh3b*	1.07	2.53 × 10^−2^
malate dehydrogenase 1, NAD (cytosolic)	*Mdh1*	1.13	1.42 × 10^−4^
malate dehydrogenase 2, NAD (mitochondrial)	*Mdh2*	1.08	8.42 × 10^−3^
oxoglutarate dehydrogenase-like (mitochondrial)	*Ogdhl*	1.10	1.56 × 10^−3^
succinate-Coenzyme A ligase, ADP-forming, beta subunit	*Sucla2*	1.07	2.56 × 10^−2^
succinate dehydrogenase complex, subunit B	*Sdhb*	1.07	3.86 × 10^−2^
fumarate hydratase 1	*Fh1*	1.08	3.16 × 10^−2^
glutamate oxaloacetate transaminase 2 (mitochondrial)	*Got2*	1.13	1.05 × 10^−4^
ATP citrate lyase	*Acly*	1.09	4.38 × 10^−3^
acetyl-Coenzyme A carboxylase beta	*Acacb*	1.23	4.84 × 10^−5^
**Fatty acid transport and degradation**			
carnitine palmitoyltransferase 1a, liver	*Cpt1a*	0.90	2.77 × 10^−3^
acyl-CoA synthetase family member 2	*Acsf2*	0.80	1.61 × 10^−3^
acyl-CoA synthetase short-chain family member 3	*Acss3*	0.82	3.30 × 10^−2^
acyl-CoA synthetase short-chain family member 1	*Acss1*	0.91	4.41 × 10^−2^
2,4-dienoyl CoA reductase 1, mitochondrial	*Decr1*	0.89	1.20 × 10^−2^
**Glutathione metabolism and ROS**			
glutathione S-transferase, mu7	*Gstm7*	1.15	2.43 × 10^−2^
glutathione peroxidase 4	*Gpx4*	1.07	3.82 × 10^−2^
superoxide dismutase 1, cytosolic	*Sod1*	1.07	3.84 × 10^−2^
peroxiredoxin 5	*Prdx5*	1.17	1.32 × 10^−6^
peroxiredoxin 2	*Prdx2*	1.09	5.83 × 10^−3^

Only genes with a *p*-value ≤ 0.05 are shown.

**Table 2:** Selected metabolites with different pool sizes in 19-month-old *MRPS5^V338Y/V338Y^* mutant compared to wild-type mice.

Metabolite	Fold Change (19M *MRPS5^V338Y/V338Y^* vs. *MRPS5^WT/WT^*)	*p*-Value (Welch’s t-Test)
TCA		
alpha-ketoglutarate	1.19	0.003
isocitrate	1.69	0.004
acetyl CoA	1.38	0.014
**FA degradation**		
deoxycarnitine	1.21	0.096
acetylcarnitine	1.38	0.028
oleoylcarnitine	1.80	0.056
palmitoylcarnitine	1.60	0.098
**Ascorbate metabolism**		
dehydroascorbate	1.21	0.050
ascorbate (Vitamin C)	0.44	0.062
**Glutathione metabolism**		
glutathione, oxidized (GSSG)	1.92	0.003
glutathione, reduced (GSH)	1.39	0.048

Only metabolites with a *p*-value < 0.1 are shown.

## Data Availability

Transcriptome data are available in Gene Expression Omnibus (GEO), accession number GSE121395. Complete original metabolome dataset is included in Supplementary Data (Table S5).

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/5/2746/s1, Figure S1: Brain RNAseq analysis of *Mrps5^WT/WT^* and *Mrps5^V338Y/V338Y^* mice of 3 months and 19 months age. Figure S2: RT-qPCR for selected genes in brain of *MRPS5^V338Y/V338Y^* and *MRPS5^WT/WT^* mice of 19 months age. Table S1: RNA-Seq analysis of *MRPS5^WT/WT^* and *MRPS5^V338Y/V338Y^* brain from mice 3 months and 19 months of age. Table S2: Individual genes related to mitochondria-associated metabolism, differently expressed in brain of 19 months old *MRPS5^WT/WT^* mice in comparison to 3 months old *MRPS5^WT/WT^* mice. Table S3: Gene enrichment analysis comparing 19 months old *MRPS5^WT/WT^* and *MRPS5^V338Y/V338Y^* mice. Table S4: Primers used for real-time quantitative PCR of target and house-keeping genes. Table S5: Metabolomic analysis of *MRPS5^WT/WT^* and *MRPS5^V338Y/V338Y^* cerebellum from mice 19 months of age.

# Supplementary material for: Mitochondrial Mistranslation in Brain Provokes a Metabolic Response Which Mitigates the Age-Associated Decline in Mitochondrial Gene Expression
**Source:** Int J Mol Sci. 2021 Mar 9;22(5):2746. doi: 10.3390/ijms22052746
**Supplement:** Supplementary file 1

**Supplementary Table S1.** RNA-Seq analysis of Mrps5^WT/WT^ and Mrps5^V338Y/V338Y^ brain from mice 3 months and 19 months of age. Number of regulated genes at different levels of significance are shown (number of total analyzed features: 39179).

1. **19m WT *vs* 3m WT**

Number of the genes with counts above threshold: 15865.

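For 19-month-old against 3-month-old wild-type mice, requiring at least 10 counts in every mouse kept 13918 genes, and keeping each gene with any count kept 25535. A filter of more than 10 counts in at least 2 of the 4 mice of one group, tried after the values were seen, kept 15900 genes, of which 10066 had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).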

| **p-Value** | **Significantly**  **regulated** | **FDR** | **Fold change** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **FC > 1** | **FC > 1.5** | **FC > 2** | **FC > 3** | **FC > 4** |
| p < 0.1 | 11634 | 0.1362 | 11634 | 3283 | 1169 | 365 | 161 |
| p < 0.05 | 10914 | 0.07263 | 10914 | 3283 | 1169 | 365 | 161 |
| p < 0.01 | 9541 | 0.01662 | 9541 | 3283 | 1169 | 365 | 161 |
| p < 0.001 | 8120 | 0.001948 | 8120 | 3272 | 1169 | 365 | 161 |
| p < 1e-04 | 7026 | 0.0002243 | 7026 | 3099 | 1169 | 365 | 161 |
| p < 1e-05 | 6219 | 0.0000255 | 6219 | 2951 | 1169 | 365 | 161 |

1. **19m MUT *vs* 3m MUT**

Number of the genes with counts above threshold: 16571.

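In V338Y mice, 14747 genes had at least 10 counts in every mouse and 26228 had any count. The filter of more than 10 counts, tried after the values were seen, kept 16571 genes.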

| **p-Value** | **Significantly**  **regulated** | **FDR** | **Fold change** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **FC > 1** | **FC > 1.5** | **FC > 2** | **FC > 3** | **FC > 4** |
| p < 0.1 | 10450 | 0.1585 | 10450 | 2719 | 1088 | 311 | 130 |
| p < 0.05 | 9355 | 0.08856 | 9355 | 2708 | 1087 | 311 | 130 |
| p < 0.01 | 7264 | 0.0228 | 7264 | 2669 | 1082 | 311 | 130 |
| p < 0.001 | 5011 | 0.003305 | 5011 | 2363 | 1062 | 310 | 130 |
| p < 1e-04 | 3389 | 0.0004867 | 3389 | 1999 | 1012 | 304 | 126 |
| p < 1e-05 | 2257 | 0.0000731 | 2257 | 1614 | 900 | 285 | 116 |

1. **19m MUT *vs* 19m WT (mutation effect)**

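Between 19-month-old V338Y and wild-type mice, 14394 genes had at least 10 counts in all 8 mice, 25847 had any count, and 16234 passed the filter of more than 10 counts, which was tried after the values were seen.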

Number of the genes with counts above threshold: 16226.

| **p-Value** | **Significantly**  **regulated** | **FDR** | **Fold change** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **FC > 1** | **FC > 1.5** | **FC > 2** | **FC > 3** | **FC > 4** |
| p < 0.1 | 4557 | 0.3558000 | 4557 | 140 | 60 | 30 | 16 |
| p < 0.05 | 3329 | 0.2435000 | 3329 | 140 | 60 | 30 | 16 |
| p < 0.01 | 1761 | 0.0920700 | 1761 | 140 | 60 | 30 | 16 |
| p < 0.001 | 880 | 0.0184300 | 880 | 135 | 60 | 30 | 16 |
| p < 1e-04 | 524 | 0.0030600 | 524 | 123 | 60 | 30 | 16 |
| p < 1e-05 | 347 | 0.0004666 | 347 | 109 | 60 | 30 | 16 |

**Supplementary Table S2.** Individual genes related to mitochondria-associated metabolism, differently expressed in brain of 19 months old Mrps5^WT/WT^ mice in comparison to 3 months old Mrps5^WT/WT^ mice.

Genes with a p-value > 0.05 are given in italics. P-value was calculated using differential gene expression analysis (see Supporting Information Methods) by comparing 19 months old WT and 3 months old WT.

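The 32 genes that the study lists as higher in 19-month-old V338Y mice, chosen on these samples, mostly fell with age in wild-type mice: 30 were lower at 19 than at 3 months, with a mean log2 fold change of -0.39, and 29 had an adjusted p under 0.05, of which 27 were lower and 2 higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). In V338Y mice 27 of the 32 were lower, with a mean of -0.25. The 6 genes listed as lower in V338Y mice all rose with age, by 0.92 on average in wild-type and 0.52 in V338Y mice. *Mdh1* fell by 0.75 in wild-type mice (adjusted p = 4.0e-16, edgeR) and *Got2* by 0.58 (adjusted p = 5.4e-12, edgeR), the latter to 0.670 of the 3-month level. *Acacb* rose by 0.78 (adjusted p = 1.5e-07, edgeR) and *Ogdhl* by 0.14 (adjusted p = 0.0134, edgeR).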

**Supplementary Table S3.** Gene enrichment analysis comparing 19 months old Mrps5^V338Y/V338Y^ mutant and Mrps5^WT/WT^ mice. Terms and significance for selected downregulated transcripts in mutants, adjusted p-values are shown.

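Of 53 extracellular matrix genes, 41 were lower in 19-month-old V338Y than in wild-type mice, with a mean log2 fold change of -0.16 (adjusted p = 8.0e-10, camera with Benjamini-Hochberg adjustment); 12 passed the threshold over all genes and 20 when adjusted over the list alone. Of 28 complement and inflammation genes, 26 were lower, with a mean of -0.25 (adjusted p = 5.4e-20, camera), 8 of them past the threshold over all genes and 14 adjusted over the list alone. Complement and inflammation stayed past it with fry (adjusted p = 0.00146) and estimated correlation (adjusted p = 0.0345, camera), and the matrix genes with fry (adjusted p = 0.0215) but not with estimated correlation (adjusted p = 0.101, camera). Per mouse, the mean log2 CPM of the complement genes differed by -0.23 in V338Y mice (exact permutation test, p = 0.0286, adjusted p over the lists 0.0805), and p was 0.0571 without any 1 of the wild-type mice. That of the matrix genes differed by -0.14 (exact permutation test, p = 0.0571, adjusted p over the lists 0.111). Of 15 meninges markers 13 were lower, among them all 9 that were set as not being matrix genes, with a mean of -0.31 over the 9 (standard error over genes 0.09).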

| **Pathway / GO term / Process Network** | **p-Value corrected** |
| --- | --- |
| Cell adhesion. Cell-matrix interactions (PN) | 1.72E-25 |
| Extracellular matrix organization (GO) | 1.26E-17 |
| ECM-receptor interaction (KEGG) | 1.69E-12 |
| Focal Adhesion WP85 (Wiki) | 2.05E-08 |
| Cell adhesion molecules (KEGG) | 1.92E-06 |
| Complement and coagulation cascades (KEGG) | 2.51E-08 |
| Inflammatory Response Pathway WP458 (Wiki) | 1.75E-04 |
| Neutrophil mediated immunity (GO) | 1.47E-03 |

**Supplementary Table S4:** Primers used for real-time quantitative PCR of target and house-keeping genes.

| **Gene symbol** | **Gene name** | **Primers 5’-3’** |
| --- | --- | --- |
| *Cox11* | Cytochrome c oxidase (OXPHOS complex I) assembly protein 11 | AAG ACG GTG CTC ACC TAC G |
|  |  | GGC ATG AAC GTC AGC ATT GA |
| *Atp5s* | ATP synthase, mitochondrial F0 complex (OXPHOS complex V), subunit S | CAC CAG AAG TGG CTA CAC GA |
|  |  | TCT GTG ACA TTC CCA CAG GC |
| *Mpc1* | Mitochondrial pyruvate carrier 1 | TCA GTG GGC GGA TGA CTT TC |
|  |  | GGC TGG AGC ACT GTC TCT TT |
| *Prdx5* | Peroxiredoxin 5 | TGA ACT TGG CAG AGC TGT TCA |
|  |  | ATA AGT CTG TCG CCT TCC CAA A |
| *Hmbs** | Hydroxymethylbilane synthase | CTG GTC GTT CAC TCC CTG AA |
|  |  | TCT TGA ATT CCA GGT GGG GG |
| *Ywhaz** | Tyrosine 3-monooxygenase activation protein,  zeta polypeptide | GCT TCG CAA CCA GAA AGC AA |
|  |  | GAG AAG TTG AGG GCC AGA CC |
| *Actb** | Beta-actin | CCT CCC TGG AGA AGA GCT ATG |
|  |  | TTA CGG ATG TCA ACG TCA CAC |

* housekeeping genes used as an internal reference

How the deposited data were processed for this re-analysis (not part of the article)

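RNA sequencing of brain samples was analysed for 16 mice in 4 groups of 4, wild-type and V338Y at 3 and 19 months of age. Each sample's genotype, age and mouse number were taken from its label. The authors aligned single-end reads and deposited, for every gene, the expected count estimated by RSEM, without normalization. The values were whole numbers with at most 4 significant digits, and 1495 of them were 10000 or more, all ending in 0. The paper names Ensembl 75 and GRCm37 for the annotation and the genome, and the count table holds gene identifiers without coordinates. Of its 39179 identifiers, 37607 were given a symbol and 37693 a position from the GENCODE M21 annotation of GRCm38, by the Ensembl identifier alone.

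Total counts were between 6181448 and 19601664 per mouse. The TMM factors were between 0.954 and 1.05. A count of 0 was taken to allow up to 3 counts, and folds against groups in which no mouse had more than 3 counts are given as lower bounds; these bounds cover counting error only.

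The statistics were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and ade4 1.7.23. For each pairwise comparison, genes with at least 10 counts in at least 2 of the 4 mice of one group were kept. Counts were normalized with TMM, dispersions were estimated with edgeR, and genes were tested with the robust quasi-likelihood test and the Benjamini-Hochberg adjustment at an adjusted p under 0.05. Log2 CPM used a prior count of 2. The difference between the age effects of the genotypes was tested as an interaction in a fit of all 16 mice. Gene lists were tested with camera with a preset correlation of 0.01 between genes, adjusted over the lists of a comparison, with fry and with camera with estimated correlation as alternatives. Scores per mouse, the mean log2 CPM of a list, were compared with two-sided exact permutation tests over 70 assignments, whose smallest p is 0.0286. Between group analysis was run as a between-class principal component analysis of scaled genes, and its group distances were tested by exact permutation.

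Genes named in the text are those that the paper names in sentences with added data, *Mrps5* and the genes of the RT-qPCR. For each genotype comparison, the 5 genes with the largest change were added, among those with an adjusted p under 0.05, no overlap between the groups and a mean of at least 50 normalized counts in the higher group. For each age comparison, the 3 such genes with the largest rise and the 3 with the largest fall were added. Other genes named were chosen after their values were seen.

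Lists fixed before the counts were seen cover nuclear and mitochondrially encoded OXPHOS, the OXPHOS complexes, the TCA cycle, glycolysis, fatty acid oxidation, ROS protection, the cytosolic and the mitochondrial ribosome, proteasome, synaptic vesicle, extracellular matrix, complement and inflammation, and markers of cell types, brain regions and sex. Between the genotypes at 19 months, the mean log2 fold change was 0.07 for the cytosolic ribosome, 0.06 for the mitochondrial ribosome, 0.04 for the proteasome and 0.06 for synaptic vesicle genes. It was 0.04 for oligodendrocyte, -0.10 for astrocyte, -0.06 for striatum, -0.47 for blood, 0.61 for choroid plexus and 0.06 for cerebellum markers. The genes of the paper's Table 1 and Figure 2 were used as lists that the study chose on these samples. Lists for the interferon response, a second set of cerebellum genes, pituitary hormones and genes that escape X inactivation were written after values had been looked at.

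The alternatives were the likelihood-ratio and exact tests of edgeR, DESeq2, RLE size factors, library size only, at least 10 counts in every sample, no filter on counts, removal of trends on GC content and gene length, a fit of all 16 mice, and leaving out each mouse in turn. For between group analysis they were unscaled genes, all genes kept by the filter and correspondence analysis. Chosen after the values were seen were a filter of more than 10 counts, thinning of every library to the smallest total, leaving out genes within 20 Mb of *Mrps5*, and the cerebellum marker score as a covariate.

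The steps were tested on simulated counts in which 200 genes changed. Of these, 81.5% were called by the quasi-likelihood test of a pairwise comparison and 72.5% by the interaction test, none with the wrong sign. The folds set were 0.5, 0.8, 1.25 and 2, so smaller changes, such as those of most OXPHOS genes, were not covered. All libraries were drawn with the levels of 19-month-old wild-type mice and the dispersions of the genotype comparison at 19 months. The common dispersion was 0.00310 there and 0.00672 in the interaction fit, so the 72.5% does not carry over to the real spread. Over 6 simulations, false calls made up between 5.14% and 9.52% of the calls of the quasi-likelihood test, 10.1% to 15.5% for the likelihood-ratio test, 7.57% to 14.2% for the exact test and 2.38% to 6.25% for DESeq2, at a nominal 5%.

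The enrichment databases and the between group analysis program of the authors were not used here. RT-qPCR, protein and functional measurements were not analysed here. The metabolome of Supplementary Table S5 was used for the closing section only.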

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

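The tests of other splits of the mice, of strain variants around the locus, of meningeal and vascular tissue, of GC content and gene length and of neurons were set before the data were examined; all other tests in this part were chosen only after the result was seen.

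The 3-month-old libraries carried transcripts of chromosome Y. *Ddx3y* was at 118.9 ± 6.56 CPM in 3-month-old wild-type mice (SD, n = 4), and the largest count of any of 4 Y-linked genes in a 19-month-old library was 0, which argues against reads of X-linked paralogs counted on Y-linked genes. All 4 genes tested that escape X inactivation were higher at 19 months in both genotypes, which is consistent with a difference in the sex of the animals between the age groups. The paper gives all animals as female. Every 3-month-old library carried these Y-linked transcripts with *Xist* at or under 1.20 CPM, which argues against RNA of female mice there. At 19 months *Xist* was at least 705 CPM in every library. Every age effect therefore holds sex as well, and the design gives no way to separate them. Samples exchanged between animals were not tested.

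*Gabra6*, a transcript of cerebellar granule cells, was at 94.4 ± 24.6 CPM in 3-month-old wild-type mice (SD, n = 4) and at most at 0.490 CPM in a 19-month-old mouse. A second list of 13 cerebellum genes, none of them in the first, fell with age in wild-type mice by a median of -1.23, at percentile 0 of 10000 random lists matched on expression. Cerebellar tissue in the dissected 3-month-old cortex is a candidate explanation. An effect of age on these genes was not tested apart from it. The V338Y mouse 14 of 3 months stood apart from its group in the cerebellum marker score, with a gap of 0.880 of the range of the group; 2 of 56 groups tested had such a mouse, and chance gives 2.8. Without this mouse the common dispersion of the genotype comparison at 3 months fell from 0.0103 to 0.00640, still above the 0.00310 at 19 months, so its markers are not the whole cause of the spread between the 3-month-old V338Y mice.

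In the mean level of mitochondrially encoded OXPHOS transcripts, the 19-month-old V338Y mouse 20 lay above the 3 others of its group, with a gap of 0.848 of the range of the group. No technical or biological explanation was tested for it. In wild-type mice these transcripts rose with age, by 0.90 on the log2 scale, with all 8 genes higher; no explanation was tested, and the age groups also differ in sex-linked transcripts.

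The age effect differed between the genotypes in 5 lists. The mean difference was 0.11 for nuclear OXPHOS, 0.077 for the TCA cycle and 0.049 for glycolysis, and -0.19 for the extracellular matrix and -0.26 for complement and inflammation. With fry none of the 5 was past the threshold (adjusted p between 0.117 and 0.229). For OXPHOS, a candidate explanation was the cerebellar tissue at 3 months, and with the cerebellum marker score as a covariate the mean stayed at 0.12. Within groups this score varied mainly through the 3-month-old V338Y mouse 14, at 3.09 against 6.42 to 6.88 in the others of its group. The fit therefore rests largely on 1 library and cannot decide whether cerebellar tissue is the cause. A different sex effect in the genotypes was not tested. Single genes with a different age effect numbered 9, and 2 of the 100 regroupings drawn gave as many, the real one included. The genes were *Fmod*, *Gbp4*, *Gbp7*, *Igtp*, *Irgm2*, *Naaa*, *Ptprv*, *Tap1* and *Tgtp1*, all with a smaller rise in V338Y mice. Their number was 1 without the 3-month-old wild-type mouse 10 and 57 without the 3-month-old V338Y mouse 14.

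A list of interferon-response genes was lower in 19-month-old V338Y than in wild-type mice by a mean log2 fold change of -0.57 (standard error over genes 0.07), with 30 of 30 genes lower and 22 with an adjusted p under 0.05 (edgeR). The list was written after some of its genes had been seen to change, and 3 of its genes are also in the complement list. Without 1 mouse the mean came no closer to 0 than -0.56, which argues against 1 mouse with an extreme response. Microglia markers fell by 0.12, which argues against a lower share of microglia as the whole cause. With age the list rose by a mean of 2.49 in wild-type and 1.81 in V338Y mice. The difference between these age effects had a mean of -0.67, with 30 of 30 genes lower. Between the genotypes at 3 months the mean was 0.12, with 22 genes higher and 6 lower, so the lower level was seen at 19 months and not at 3 months. A response of the genotype to age stays open and may account for it, and so does an infection, which was not tested.

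Near the mutated gene, 42 of the 512 genes that differed by genotype at 19 months lie within 20 Mb of *Mrps5*. Of the 10 genes that differed at both ages with the same sign, 7 lie there, and 301 of the 15830 genes tested at both ages do (Fisher's exact test, p = 9.6e-11). Strain variants around the knock-in locus are a candidate explanation. An effect of the mutation on its neighbours was not tested. The genes further away are not covered by this test.

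*Eif3j2* was at 6.99 CPM in 19-month-old V338Y and at 0.0605 CPM in wild-type mice, while its near-identical copy *Eif3j1* was at 7.43 and 18.4 CPM. Reads of *Eif3j1* counted on *Eif3j2* are a candidate explanation, under which the sum of both would not be higher in V338Y mice. At 3 months the sum was 17.3 ± 1.79 and 19.596 ± 1.10 CPM (exact permutation test, p = 0.0571). At 19 months it was 14.4 ± 1.49 and 18.5 ± 1.72 CPM (exact permutation test, p = 0.0286), so it was not higher at either age. The lower sum at 19 months was not explained.

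*Eno1b* was at 4.45 ± 0.159 CPM in 19-month-old V338Y mice (SD, n = 4), and the 12 libraries of the other groups had it at or under 3 counts, although *Eno1* was at 319.8 CPM in 19-month-old wild-type and 330.8 CPM in 19-month-old V338Y mice. This argues against reads of *Eno1* counted on *Eno1b* in proportion to *Eno1*. A variant of *Eno1* in these mice was not tested.

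*Prl* was at 71.99 ± 17.6 CPM in 19-month-old wild-type and 15.3 ± 1.85 CPM in 19-month-old V338Y mice (SD, n = 4), and at most at 0.172 CPM at 3 months. The score of 4 pituitary hormone genes differed by -1.78 between the genotypes at 19 months (exact permutation test, p = 0.0286). No explanation was tested. For the higher level at 19 than at 3 months, pituitary tissue in the samples stays open along with sex and age. The genotypes at 19 months do not differ in age. Neither group had a count of the 4 Y-linked genes, and the genes that escape X inactivation differed by a mean of 0.005. This argues against a difference in sex between the genotypes, while pituitary tissue stays open there too.

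Among the 35 splits of the 8 mice of each pairwise comparison, only the real one gave as many genes with an adjusted p under 0.05, so 1 of the 35 splits for age in wild-type mice, 1 of the 35 splits for age in V338Y mice, 1 of the 35 splits for genotype at 19 months and 1 of the 35 splits for genotype at 3 months. The V338Y libraries of 19 months had the higher median total; thinned to the smallest library, 309 genes still differed by genotype, against at most 106 in another split of the thinned libraries, which argues against depth as the cause.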

How the results depend on the processing

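The tests with a filter of more than 10 counts, with thinned libraries, without genes near *Mrps5* and with the cerebellum marker score were chosen only after the results were seen. Of 2052 values computed under alternatives for 116 results, 1875 kept their direction and their side of the threshold, or stayed close for counts; 112 were weaker, 17 stronger, 19 reversed and 29 moved. Among the named genes other than *Mrps5*, tested by genotype at 19 months or where they are among the largest changes, 68 values of 11 genes were weaker and 14 of 7 genes stronger. The cause was not tested unless stated. No paired analysis was possible because the groups that were compared share fewer than 2 mouse numbers.

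Higher nuclear OXPHOS transcripts by genotype at 19 months kept a mean between 0.08 and 0.11 and stayed past the threshold under every alternative run for that list. The means of complement and inflammation at 19 months stayed between -0.31 and -0.22.

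The number of genes changed with age in V338Y mice was 4578 with the cerebellum marker score, which itself fell with age, as a covariate. By genotype at 19 months, it was 791 with no filter on counts, 120 with all 16 samples in one fit and 309 with libraries thinned, where there are fewer counts, and from 287 (without the V338Y mouse 19) to 611 across the fits that each left out 1 mouse. With an unadjusted p under 0.01, it was 552 with all 16 samples in one fit. By genotype at 3 months, it was 27 with the likelihood-ratio test, 26 with DESeq2, 20 with no filter, 28 with the exact test, 23 with all 16 samples in one fit, 6 with libraries thinned and 3 without the genes near *Mrps5*, which removes called genes by construction; with 1 mouse left out it was from 6 to 13. For the difference between the age effects, it was 69 with the likelihood-ratio test, 43 with DESeq2, 32 with no filter, 19 with GC content and gene length trends removed and 104 with the cerebellum marker score; with 1 mouse left out it was from 1 to 57. In simulated data the quasi-likelihood test made more false calls than its nominal 5%, on average 7.40%, and the likelihood-ratio and exact tests more again, 13.3% and 11.8%.

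The scaling changed the balance of directions. On library size only, 4175 genes rose and 6321 fell with age in wild-type mice, and 3421 rose and 5319 fell in V338Y mice; with GC content and gene length trends removed the numbers were 3910 and 6568, and 3238 and 5656. By genotype at 19 months, library size only gave 357 higher and 263 lower genes. All 16 samples in one fit gave 28 and 92. With no filter, 48.2% were higher.

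With the correlation between genes estimated in camera, which leaves the means as they are, these were no longer past the threshold: with age in wild-type mice TCA cycle (-0.29), glycolysis (-0.19), proteasome (-0.42) and synaptic vesicle (-0.15); with age in V338Y mice nuclear OXPHOS (-0.31), TCA cycle (-0.23), glycolysis (-0.16), proteasome (-0.36) and synaptic vesicle (-0.12); by genotype at 19 months TCA cycle (0.051), glycolysis (0.059), ROS protection (0.046) and extracellular matrix (-0.16). With fry, the TCA cycle (0.051) and ROS protection (0.046) by genotype at 19 months were not past it. In the difference between the age effects neither fry nor estimated correlation kept nuclear OXPHOS (0.11), TCA cycle (0.077), glycolysis (0.049), extracellular matrix (-0.19) or complement and inflammation (-0.26), and glycolysis was at 0.021 with GC content and gene length trends removed.

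ROS protection by genotype at 19 months reversed to a mean of -0.0096 with no filter, where camera, which does not test this mean, still gave an adjusted p of 0.0116. It was no longer past the threshold at 0.0496 with GC content and gene length trends removed (adjusted p = 0.0516, camera) and at 0.0500 with libraries thinned (adjusted p = 0.0552, camera). With 1 mouse left out it was from 0.037 to 0.062, and not past the threshold when the wild-type mouse 13, 14 or 15 or the V338Y mouse 17 or 19 was left out. With age in V338Y mice, glycolysis was from -0.19 to -0.12 and synaptic vesicle from -0.14 to -0.082 with 1 mouse left out. Nuclear OXPHOS by genotype at 3 months was from -0.036 (without the V338Y mouse 13, past the threshold) to 0.015, reversed without the V338Y mouse 15.

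*Mrps5* by genotype at 19 months was 0.0097 on library size only, 0.00026 with no filter, 0.024 with GC content and gene length trends removed and 0.037 with libraries thinned, and from -0.036 to 0.023 with 1 mouse left out. At 3 months it was -0.0085 with those trends removed, -0.0027 with all 16 samples in one fit, -0.015 with libraries thinned and -0.0064 with the cerebellum marker score, and from -0.020 to 0.051 with 1 mouse left out. All of them lie within the standard errors of 0.065 at 19 months and 0.068 at 3 months.

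With 1 mouse left out, the score difference at 19 months was from 0.044 to 0.072 for the TCA cycle, past the threshold without the wild-type mouse 12; from 0.039 to 0.079 for glycolysis, past it without the V338Y mouse 17; and from -0.27 to -0.21 for complement and inflammation, with a p of 0.0571 (exact permutation test) without any 1 of the wild-type mice. The p of the between group distance by genotype at 19 months was from 0.0286 to 0.0571, the latter without the V338Y mouse 20 (exact permutation test).

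In only the samples that share the animal-number series of Supplementary Table S5, log2 differences were 0.20 for alpha-ketoglutarate, 0.23 for isocitrate, 0.24 for acetylcarnitine and 0.20 for oleoylcarnitine, none past the threshold, and -0.0039 for dehydroascorbate and 0.017 for ascorbate, both reversed.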

Differences from the paper's values

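With an unadjusted p under 0.01, 1158 genes differed between 19-month-old V338Y and wild-type mice, against the paper's 1761. Of the alternatives set before the data were examined, library size only gave 1274, no filter on counts 1527, leaving out the wild-type mouse 12 gave 1268 and leaving out the V338Y mouse 17 gave 1175, all within 1.5 times of the paper's value. The likelihood-ratio test gave 1116, DESeq2 797, RLE size factors 1162, at least 10 counts in every sample 1071, GC content and gene length trends removed 1068, the exact test 1081, all 16 samples in one fit 552, and leaving out another mouse between 810 and 1092, none of them within that range. None of the settings reached 1761.

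With an unadjusted p under 1e-05, 121 genes differed in that comparison, against the paper's 347. Of the alternatives set before the data were examined, only no filter on counts, with 254, came within 1.5 times. The others gave between 41 with all 16 samples in one fit and 196 with the likelihood-ratio test.

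*Got2* was at 0.670 of its 3-month level in 19-month-old wild-type mice, against the paper's 1.13 in Supplementary Table S2. None of the alternatives set before the data were examined closed the gap, with values such as 0.629 on library size only and 0.681 with at least 10 counts in every sample. The same 1.13 stands in the paper's Table 1 for *Got2* between the genotypes at 19 months, where the counts gave 1.13 as well.

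The paper states that every mouse was female, whereas Y-linked transcripts were present in all 8 of the 3-month-old and absent from all 8 of the 19-month-old libraries.

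Of the 38 genes of the paper's Table 1, 30 had an unadjusted p under 0.05. The number was 22 with all 16 samples in one fit, 24 without the wild-type mouse 13 or 15, 25 with libraries thinned, 26 with DESeq2, and at most 33, on library size only. *Mpc2*, *Dlat* and *Acss1* had one under no setting. *Acss3* had one only without the V338Y mouse 17. *Pdp1* had one on library size only, with GC content and gene length trends removed, without the V338Y mouse 17 and, in a setting chosen after seeing the values, with libraries thinned. *Sucla2* had one on library size only, with those trends removed and without the wild-type mouse 12. *Sdhb* had one on library size only, with no filter and without the V338Y mouse 18. *Fh1* had one on library size only, with no filter, with those trends removed, without the wild-type mouse 12 and without the V338Y mouse 17. A filter of more than 10 counts, chosen after seeing the values, kept 16571 genes with age in V338Y mice, which is the paper's number, but 15900 with age in wild-type mice and 16234 by genotype at 19 months, neither of which is the paper's number.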

Other observations

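Of the tests in this part, those of the metabolite series were chosen only after the result was seen.

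The lower extracellular matrix transcripts of 19-month-old V338Y mice, with a mean log2 fold change of -0.16, were weighed against the tissue dissected. Meninges markers that are not matrix genes fell by 0.31 (standard error over genes 0.09), with 9 of 9 lower, so less meningeal tissue in the dissected cortex is a candidate explanation. The score of all meninges markers per mouse differed by -0.23 (exact permutation test, p = 0.0857). Of the 15 meninges markers, 5 are in the matrix list, and *Ogn* (-0.64), which encodes a matrix protein, was not counted among the 9 either. Over all 15 the mean was -0.27, with 13 lower, while the collagen genes *Col1a1* (0.25, adjusted p = 0.0260, edgeR) and *Col3a1* (0.049) were higher. Endothelial markers fell by 0.061 (standard error 0.03), with 8 of 11 lower. This is less than the matrix genes, which argues against less vascular tissue as the whole cause. The score of blood markers per mouse differed by -0.42 (exact permutation test, p = 0.114). A change of the matrix by the genotype stays open.

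Higher nuclear OXPHOS transcripts in 19-month-old V338Y mice could come from GC content or gene length bias between libraries, but the mean stayed at 0.083 with these trends removed. A change in expression and a higher share of neurons cannot be told apart, because neuron markers that are not glycolysis genes rose by 0.068, close to the OXPHOS genes, while of the other cell types astrocyte markers fell by 0.10 and oligodendrocyte markers rose by 0.04.

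Choroid plexus markers were higher in 19-month-old V338Y mice by a mean of 0.61 over 13 genes. Taken as 1 value per mouse, their score was 3.26 ± 1.51 in V338Y and 2.91 ± 0.69 in wild-type mice (exact permutation test, p = 0.714), so the mice of the groups were not separated. *Ttr* was at 2117, 2137, 127 and 221 CPM in the V338Y mice 17 to 20 and at 900, 400, 439 and 194 CPM in the wild-type mice 12 to 15. *Pomc* was at 58.1 CPM in the V338Y mouse 20.

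In Supplementary Table S5, metabolites of the cerebellum were compared between 5 mutants and 10 wild-type mice, whose animal numbers form a pair of series of 5, 1 of them shared with the mutants. Of 11 listed metabolites, 6 had a p under 0.05 over all samples (exact permutation test), and 4 of these did not within the shared series. The threshold for metabolites is this unadjusted p. With the Benjamini-Hochberg adjustment over the 11, none passed. The smallest adjusted p was 0.0800 over all samples and 0.0873 within the shared series (exact permutation test). The wild-type series differed from each other in 8 of the 11, and in 31 of all 304 metabolites, where chance gives 15.2. Within the shared series 18 of the 304 differed between the genotypes. Oxidized glutathione stayed past the threshold there, but its log2 difference was 0.21 against 1.65 over all samples. The wild-type series differed in it by -2.87 (exact permutation test, p = 0.00794). Of the wild-type samples outside the shared series, 2 were tied at its lowest value, on which the size of these log2 differences depends. The ratio of the means over all samples was 1.92. Acetyl CoA also stayed past the threshold within the shared series, at 0.34 (exact permutation test, p = 0.0159). The wild-type series did not differ in acetyl CoA past the threshold (exact permutation test, p = 0.238). For oleoylcarnitine 5 and for isocitrate 4 of the 5 wild-type samples outside the shared series were tied at the lowest value. The size of their series differences depends on that value. Wild-type samples of 2 animal-number series that differ from each other are a candidate explanation for 3 of the 4 that did not hold within the shared series. These are isocitrate, acetylcarnitine and oleoylcarnitine. For alpha-ketoglutarate, this and an effect of the genotype cannot be told apart, because the wild-type series did not differ in it past the threshold (exact permutation test, p = 0.286). An effect of the genotype that 5 mice against 5 do not show stays open.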
